# The non-canonical SMC protein SmcHD1 antagonises TAD formation and compartmentalisation on the inactive X chromosome

**DOI:** 10.1038/s41467-018-07907-2

**Published:** 2019-01-03

**Authors:** Michal R. Gdula, Tatyana B. Nesterova, Greta Pintacuda, Jonathan Godwin, Ye Zhan, Hakan Ozadam, Michael McClellan, Daniella Moralli, Felix Krueger, Catherine M. Green, Wolf Reik, Skirmantas Kriaucionis, Edith Heard, Job Dekker, Neil Brockdorff

## Abstract

The inactive X chromosome (Xi) in female mammals adopts an atypical higher-order chromatin structure, manifested as a global loss of local topologically associated domains (TADs), A/B compartments and formation of two mega-domains. Here we demonstrate that the non-canonical SMC family protein, SmcHD1, which is important for gene silencing on Xi, contributes to this unique chromosome architecture. Specifically, allelic mapping of the transcriptome and epigenome in SmcHD1 mutant cells reveals the appearance of sub-megabase domains defined by gene activation, CpG hypermethylation and depletion of Polycomb-mediated H3K27me3. These domains, which correlate with sites of SmcHD1 enrichment on Xi in wild-type cells, additionally adopt features of active X chromosome higher-order chromosome architecture, including A/B compartments and partial restoration of TAD boundaries. Xi chromosome architecture changes also occurred following SmcHD1 knockout in a somatic cell model, but in this case, independent of Xi gene derepression. We conclude that SmcHD1 is a key factor in defining the unique chromosome architecture of Xi.

## Abstract (web summary)

The inactive X chromosome (Xi) has an atypical structure, with global loss of TADs, A/B compartments and formation of mega-domains. Here the authors show that the non-canonical SMC family protein, SmcHD1, important for developmental gene silencing on Xi, antagonises TAD formation and compartmentalization on the Xi in a transcription independent way.

## Introduction

X chromosome inactivation is the mechanism that evolved in mammals to equalise levels of X-linked gene expression in XX females relative to XY males. Cells of early female embryos selectively inactivate a single X chromosome, usually at random, resulting in the formation of a stable heterochromatic structure, the Barr body. The inactive X chromosome (Xi), once established, is highly stable, and is maintained in somatic cells throughout the lifetime of the animal^1,2^. The X inactivation process is triggered by the non-coding RNA Xist, which localises to the Xi territory to induce chromosome-wide gene silencing^3–6^.

Chromatin features that distinguish Xi and the active X chromosome (Xa) include specific histone post-translational modifications, variant histones and CpG DNA methylation (reviewed in ref. ^2^). Additionally, Xi acquires a characteristic higher-order chromosome structure. Specifically, A-type chromatin compartments, corresponding to gene-rich regions which normally replicate in early S-phase, switch to replication in mid- or late-S-phase (reviewed in ref. ^7^). Additionally, topologically associated domains (TADs), sub-megabase scale domains which are formed by the activity of cohesin, restricted at boundaries by oppositely oriented binding sites for the insulator protein CTCF^8–13^, are in large part absent on Xi, being replaced instead by two large mega-domains that are separated by a hinge that encompasses the DXZ4 repeat sequence^14–18^. The basis for this unique TAD structure is not well understood, but is thought to depend, at least in part, on ongoing expression of Xist RNA^17^.

Barr body formation is a multistep process. Thus, Xist RNA recruits specific chromatin modifiers, including the SPEN-NCoR-HDAC3 complex^19–22^, required for histone deacetylation^22^, and the PRC1 and PRC2 Polycomb complexes, required for deposition of H2A lysine 119 ubiquitylation (H2AK119u1) and H3 lysine 27 methylation (H3K27me3), respectively^23–27^. The lamin B receptor^22,28^ and m6A RNA modification complex^19,29^ have also been implicated in establishment of chromosome-wide gene silencing. Other factors are recruited to Xi at later stages. Examples include the variant histone macroH2A^30^, and the non-canonical SMC protein SmcHD1^31^. The role of these factors remains to be defined, although is likely to be linked to the long-term stability of the inactive state.

SmcHD1 is classified as an SMC protein by virtue of an SMC hinge domain at the C-terminal end, but differs from canonical SMC complexes in having a functional GHKL-ATPase domain rather that a Walker A/B type ATPase domain^32^. Biochemical and biophysical studies indicate that SmcHD1 homodimerises via the hinge and GHKL domains to form a complex that is reminiscent of bacterial SMC proteins, both in form and scale^33^, albeit forming a functional homodimer rather than a trimeric complex. SmcHD1 performs an important role in silencing on Xi, and at selected mono-allelically expressed autosomal loci^31,32,34,35^. Whilst it is known that a proportion of Xi genes are activated in SmcHD1 mutant embryos^34,35^, the molecular mechanism is not well understood. Notably, although SmcHD1 is required for DNA methylation at CpG island (CGI) promoters of many Xi genes, loss of CGI methylation does not appear to account for the observed gene activation^34^. An alternative hypothesis is that SmcHD1-mediated compaction of Xi, inferred by microscopy based analyses in human cell lines^36^, imposes gene repression. Given the important role of SMC family proteins in genome topology, we set out to investigate the role of SmcHD1 in the higher-order architecture of Xi. Thus, we performed high-resolution analysis of Xi transcription, epigenetic features, and higher-order chromatin features in SmcHD1 mutant cell lines.

Here we find that SmcHD1 loss of function results in the appearance of sub-megabase domains defined by gene activation, CpG hypermethylation and depletion of Polycomb-mediated H3K27me3. These domains, which correlate with sites of SmcHD1 enrichment on Xi in wild-type cells, additionally adopt features of active X chromosome higher-order chromosome architecture, including A/B compartments and partial restoration of TAD boundaries. Xi chromosome architecture changes also occurred following SmcHD1 knockout in a somatic cell model, but in this case, independent of Xi gene derepression.

## Results

### Widespread Xi gene activation in SmcHD1 mutant MEFs

In order to gain insight into the role of SmcHD1 in X inactivation we set out to analyse epigenomic and long-range chromatin features of Xi at high resolution. Thus, we derived XX MEF lines from *Mus musculus domesticus* (domesticus) × *Mus musculus castaneus* (castaneus) female embryos, that were either wild-type (wt) or SmcHD1 *null* (SmcHD1 mut). Xi was of castaneus origin in both cases (Supplementary Fig. 1a, b). The high frequency of SNPs between domesticus and castaneus genomes allows assignment of high-throughput sequencing reads to either maternal or paternal genomes. The breeding strategy enabled us to obtain cell lines from F2 embryos in which the entire X chromosome was either of domesticus or castaneus origin. Autosomes on the other hand were mosaic as a result of recombination in the F1 generation. X inactivation in the interspecific embryos is random, so stable MEF lines were sub-cloned to obtain wt and SmcHD1 mutant lines. Xist RNA FISH and karyotype analysis confirmed the presence of Xi and Xa chromosome(s) (Supplementary Fig. 1c–e).

Initially, we performed allelic ChIP-seq analysis of SmcHD1. As shown in Fig. 1a, b, SmcHD1 is highly enriched over Xi, notably over domains that correlate with gene-dense regions across the length of the chromosome. The distribution of Smchd1 enrichment sites determined by peak-calling analysis is summarised in Fig. 1c. More than 25% of observed peaks are on the X chromosome, where they locate more frequently in intergenic regions compared with autosomes (65 vs 30%). We also observed SmcHD1 enrichment over specific regions on autosomes, including known SmcHD1 target loci such as the protocadherin locus on chromosome 18 and the PWS/AS imprinted gene cluster on chromosome 7 (Supplementary Fig. 2a, b). SmcHD1 peaks in the latter region accord with a previously published dataset analysing SmcHD1 occupancy in XY neuronal stem cells^37^.

**Fig. 1:**
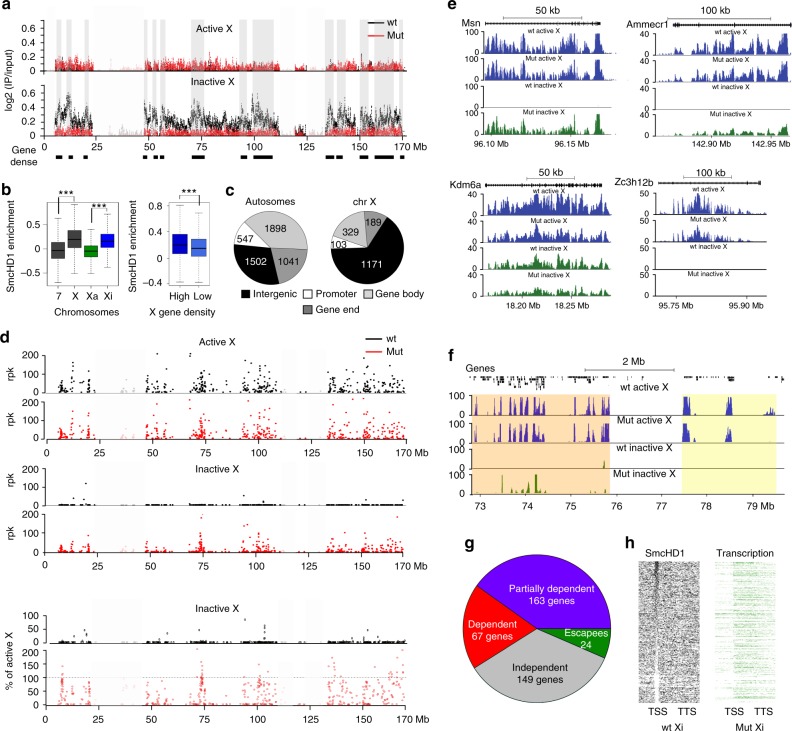
Widespread derepression of Xi genes in SmcHD1 mutant MEFs. **a** Chromosome-wide profiles of SmcHD1 occupancy on Xa and Xi depicted as allele-specific ChIP-seq enrichment (log2 ratios of IP to input per 500 bp) binned into 10 kb intervals. Profiles from wt and germline SmcHD1 mutant (mut) MEFs are presented. Shaded areas and black bars below the profiles depict gene-dense areas. Throughout the figure regions of low mappability are indicated with reduced colour intensity. **b** SmcHD1 enrichment within 10 kb bins on chr7, X (both alleles), Xa and Xi. Right panel shows differences in SmcHD1 enrichment over chrX regions with high and low gene density. Boxplots present quartiles, median and outliers of ChIP enrichment. Significance estimated with Mann–Whitney test (*p*-value < 10^–4^). **c** Genic and intergenic distribution of SmcHD1 peaks (MACS2, FDR < 0.05) on autosomes and chrX. **d** Quantification of gene expression on Xa and Xi with allele-specific chromatin RNA-seq in wt and mut MEFs. Normalized read count per 1 kb of gene body is shown. Lower panel depicts gene expression on wt and germline SmcHD1 mutant Xi presented as % of Xa expression. **e** Representative examples of individual X-linked genes (UCSC screen shots). **f** Example of a ~7 Mb region with a domain of strongly activated Xi genes, followed by a domain of Xi genes activated to a lesser degree (both with orange shading), and by a domain with genes expressed on Xa and silenced on Xi in mut cells (yellow shading). **g** Summary of gene expression analysis. X-linked genes expressed on Xa were divided based on their transcriptional status on Xi into SmcHD1-dependent (expression not significantly different from Xa), partially SmcHD1-dependent (de-repressed but expressed significantly lower level than Xa), SmcHD1-independent (silenced on Xi) and wt escapees. **h** Occupancy of SmcHD1 on genes (expressed on wt Xa, > 5 kb). Heatmap presents log2(IP/input) values from wt cells reduced by values for the same regions in mut cells. Right panel: de-repressed genes (transcription) on mut Xi. Genes on both heatmaps are ordered in the same way according to decrease of SmcHD1 at the TSS

We went on to analyse Xi transcription in SmcHD1 mutant compared to wt cells using allelic chromatin RNA-seq (ChrRNA-seq), which enriches for nascent unprocessed mRNAs, thereby maximising the number of informative SNPs due to inclusion of intron sequences. The results are summarised in Fig. 1d–h. In wt cells, Xi expression was detected for a small number of genes (28/403), largely corresponding to genes previously reported to escape X inactivation (Fig. 1g, Supplementary Fig. 2c). However, in SmcHD1 mutant cells, Xi expression was seen for the majority of Xi genes (254/403) (Fig. 1d–f). For 67 SmcHD1-dependent genes, Xi expression was in a similar range to that found on Xa, with a further 163 genes showing partial or low-level activation (Fig. 1d–g, Supplementary Fig. 2c). We observed extensive overlap with 64 SmcHD1-dependent genes identified in a prior study in which we performed non-allelic microarray analysis of SmcHD1 mutant embryos^34^ (Supplementary Fig. 2d). The larger number of Xi expressed genes observed in this study can be attributed to the increased sensitivity afforded by allelic ChrRNA-seq. We did not observe a clear link between SmcHD1 occupancy over gene promoters and derepression (Fig. 1h).

Analysis of the association of SmcHD1-dependent genes with genomic sequence features in the immediate chromosomal environment identified a correlation with gene-dense regions, and the location of SINE repeats, as reported previously^34^. Because a relatively large proportion of Xi genes show SmcHD1 dependence, the latter correlation likely reflects the preferential location of SINE repeats within gene-dense regions. No other genomic features were found to correlate with SmcHD1 dependence.

SmcHD1 recruitment is a late step in Xist-mediated chromosome silencing^31^, suggesting it has a role in the continuation or maintenance of gene silencing. To further investigate this issue we generated a somatic SmcHD1 knockout MEF line (SmcHD1 somKO) by CRISPR/Cas9-mediated mutagenesis in wt MEFs (Supplementary Fig. 3a–c). We then performed ChrRNA-seq as described above. Interestingly, and in contrast to germline SmcHD1 loss of function, no derepression of Xi genes was observed (Supplementary Fig. 3d). This result suggests that SmcHD1 is required to reinforce gene silencing during a specific window in development, and is then dispensable, presumably reflecting compensation through other maintenance pathways.

### Unique features of the Xi epigenome in SmcHD1 mutant MEFs

Previous work established that SmcHD1 is important for DNA methylation of Xi CGI promoters^31^, but its role in chromosome-wide intergenic and intragenic DNA methylation on Xi has not been investigated. To address this we used whole genome bisulfite analysis (WGBS) to determine the methylome of Xa and Xi at single nucleotide resolution in wt and SmcHD1 mutant MEFs. A summary of data illustrating overall methylation density in 100 kb windows across the entire genome is shown in Fig. 2a. CpG methylation across autosomes was generally in the range of 60–80%, but was significantly lower on the X chromosome. We noted that gene-poor regions are CpG hypomethylated across all chromosomes. An example, chromosome 7 is illustrated in Supplementary Fig. 4a, b. A similar pattern of hypomethylation is apparent in available MEF WGBS^38^ (Supplementary Fig. 4c). Accordingly, we find that total CpG methylation levels in MEFs, as determined by HPLC analysis, are moderately reduced relative to ES cells and adult tissue (Supplementary Fig. 4d). Interestingly, hypomethylation of gene-poor regions was accentuated on Xa (Fig. 2b), and autosomes (Supplementary Fig. 4a) in SmcHD1 mutant cells. The molecular basis for this pattern of CpG hypomethylation is currently unknown.

**Fig. 2:**
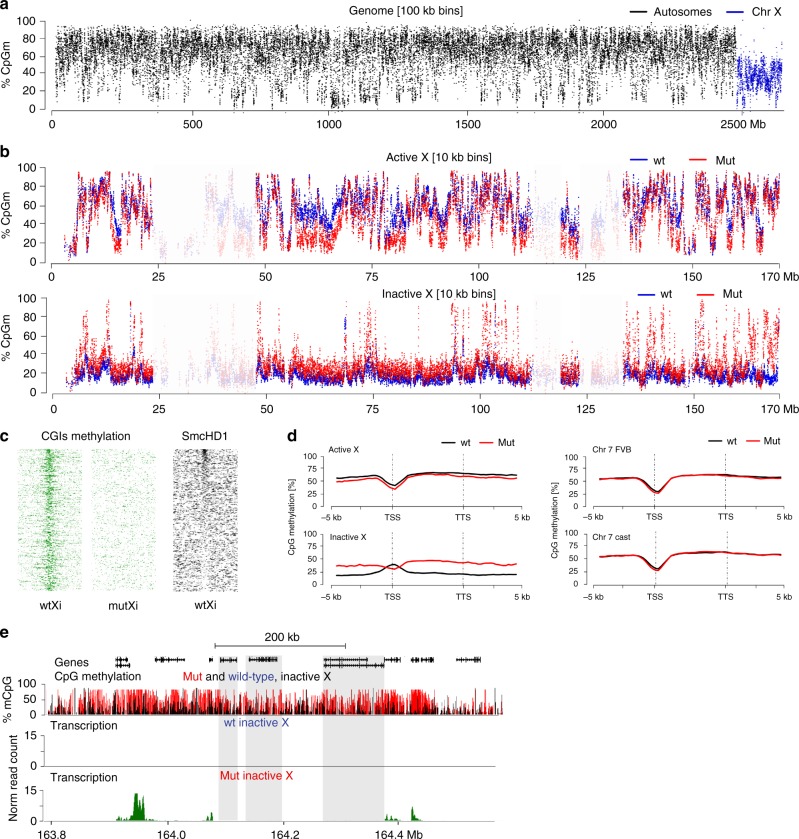
The Xi methylome in wt and SmcHD1 mutant MEFs. **a** WGBS reads binned into 100 kb intervals illustrating reduced level of CpG methylation on the X chromosome relative to autosomes. **b** Allele-specific DNA methylation profile of Xa (top) and Xi (bottom) in wt and germline SmcHD1 mutant (mut) MEFs plotted as % of CpGm averaged within 10 kb bins. Regions of low mappability are indicated with reduced colour intensity. **c** DNA methylation of CGIs on wt and mut Xi (left) and SmcHD1 occupancy (right). CGIs in all heatmaps sorted according to the SmcHD1 enrichment. **d** Metagene plots of DNA methylation in wt and mut MEFs generated for Xa and Xi as well as for maternal and paternal Chr7. **e** Example of a hypermethylated domain on Xi in mut cells, showing that the region of high DNA methylation extends beyond expressed genes to encompass genes that are silenced. Non-expressed genes with DNA methylation above the background level are highlighted with shadowed boxes

We went on to compare allelic methylation levels on Xa and Xi chromosomes (Fig. 2b). In wt MEFs, Xa methylation levels were similar to autosomes (56% compared with 66% on autosomes), but Xi was extensively CpG hypomethylated across the entire chromosome (19% CpG methylation). CpG hypomethylation of gene-poor regions, as described above, likely contributes to the observed pattern on Xi. However, CpG hypomethylation was also evident in gene-rich regions, presumably linked to X inactivation status. This observation is consistent with prior studies showing reduced levels of CpG methylation on Xi relative to Xa^39,40^. Xi CGIs in wt MEFs were, as expected, highly methylated (Fig. 2c, left), and at most CGIs, methylation does not correlate with SmcHD1 occupancy (Fig. 2c, right). Additionally, we observed high levels of CpG methylation over bodies of genes that escape X inactivation (Supplementary Fig. 4e).

In SmcHD1 mutant MEFs, Xi CGIs were in most cases hypomethylated (Fig. 2c), as previously reported^31^. Conversely, we observed several domains with relatively high CpG methylation (Fig. 2b, bottom). These domains correspond in most cases with Xi genes that are activated in SmcHD1 mutant MEFs, although CpG hypermethylation is not restricted to transcribed sequences, extending both 5′ and 3′ (Fig. 2d, e). Individual genes that normally escape X inactivation were also CpG hypermethylated on Xi, similar to wt MEFs (Supplementary Fig. 4e).

The histone modification H3K27me3 catalysed by the major Polycomb complex PRC2, is highly enriched on Xi as determined by immunostaining^23,24^, and high-resolution ChIP-seq analysis^41^. Previously we noted that this feature is not grossly affected by germline SmcHD1 loss of function, as determined by immunostaining of interphase nuclei in XX embryos^32^. Similarly, H3K27me3 enrichment on Xi was readily detected by immunostaining in the wt and SmcHD1 mutant MEF lines described herein (Supplementary Fig. 3b). However, allelic ChIP-seq analysis revealed domains in which Xi H3K27me3 is markedly depleted in SmcHD1 mutant cells (Fig. 3a). Similar data were obtained in an independent SmcHD1 mutant cell line in which the Xi is of FVB origin (Fig. 3b, Supplementary Fig. 5a). These domains (estimated 77 with mean length of 140 kb), comprise ~10% of the Xi regions over which H3K27me3 is normally enriched. The location of the H3K27me3 depleted domains correlates closely with CpG hypermethylation and Xi gene activation (Fig. 3c–f). However, as noted for CpG hypermethylation domains, the H3K27me3 depleted regions extend beyond the boundaries of activated genes (Supplementary Fig. 5b), and in some cases do not include known genes (Supplementary Fig. 5c). Together these results suggest that modified epigenomic features in SmcHD1 mutant cells correlate with domains in which Xi genes are activated. We note that in SmcHD1 mutant compared to wt cells global levels of H3K27me3 are higher on Xi, Xa and autosomes, shown in Supplementary Fig. 5d.

**Fig. 3:**
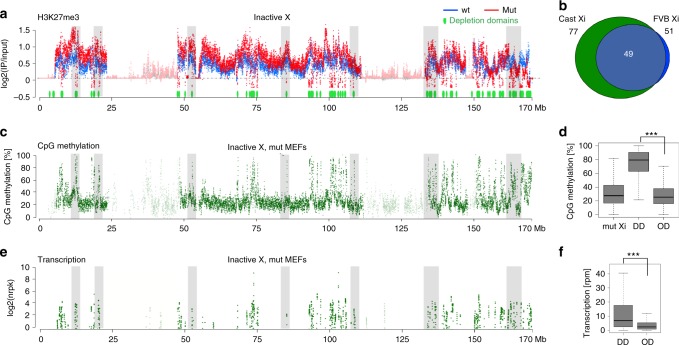
H3K27me3 depletion highlights domains of Xi gene activation in SmcHD1 mutant MEFs. **a** Allele-specific H3K27me3 ChIP-seq illustrating multiple H3K27me3 depleted domains not present on wt Xi. Scatterplot depicts ChIP log2(IP/input) values averaged within 10 kb bins. 77 H3K27me3 depleted domains are plotted in green below the H3K27me3 profile. Regions of low probe mappability are indicated with reduced transparency. **b** Overlap between H3K27me3 depletion domains detected in the germline SmcHD1 mutant (mut) mut5 A6 clone used throughout the study with Xi derived from M.m.castaneus (Xa from FVB strain) with different MEF cell line mut5 E1 coming from different parents and with Xi from FVB (Xa from M.m.castaneus). Location of H3K27me3 depleted domains on Xi in mut MEFs correlates with, CpG hypermethylation domains (**c**, **d**) and genes activated on Xi (**e**, **f**). Significance of differences in DNA methylation level (**d**) and transcription (**f**) in the domains depleted of H3K27me3 and the rest of the chromosome was estimated with Mann–Whitney ***p-value < 10^-4^. Grey shading in **a**, **c**, **e** highlights the correlation between H3K27me3, CpG methylation and transcription at the representative examples of loci depleted of H3K27me3. Boxplots in **d**, **f** present quartiles, median and outliers

### Modified Xi architecture in SmcHD1 mutant MEFs

In light of evidence that SmcHD1 influences Xi chromatin at the level of sub-megabase domains, we went on to directly analyse parameters of long-range chromatin architecture. Mammalian chromosomes are comprised of distinct gene-rich and gene-poor compartments with sizes ranging from sub-megabase to several megabases in length. These regions are replicated co-ordinately, either during early- or mid/late-S phase, respectively. Replication-timing domains are broadly synonymous with A- and B- type chromatin, which in studies on long-range chromosome topology, have been shown to self-associate^42^. Additionally, B-type domains overlap extensively with Lamin associated domains (LADs) which localise to the nuclear periphery^43^. Xi is unusual in that both gene-rich and gene-poor compartments replicate synchronously in mid/late S-phase^7^.

A previous analysis of a human XX somatic cell line in which SMCHD1 was depleted using siRNA, revealed an aberrant replication timing pattern for Xi, with the appearance of early replicating domains as determined using a cytogenetic assay^36^. With this observation in mind we set out to determine allelic temporal replication patterns in our wt and SmcHD1 mutant MEFs using RepliSeq, a high-resolution sequencing based approach^44^ (Supplementary Fig. 6a, b). 

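Repli-seq compares DNA copy number between cells in S phase and cells in G1 phase, sorted by flow cytometry from one asynchronous culture. A locus that replicates early has more copies in the S-phase fraction. The data came from 8 samples, with 2 replicates of the G1-phase and 2 of the S-phase fraction from wt and from SmcHD1 mut MEFs. Each genotype was represented by 1 clone, in which Xi is the castaneus X chromosome and Xa the FVB X chromosome. The authors mapped reads to mm10 with SNP positions masked, assigned them to an allele, and counted S and G1 reads in 500 kb bins. They converted the S/G1 ratio, normalized by read number, to a Z-score, in which a higher score is earlier replication. The deposited scores hold 1 value per bin for Xa and Xi of each genotype, so the replicates are pooled and no error between replicates can be given. Read counts are not part of these values, so the depth behind a bin is unknown. All SDs given here are over bins, and 95% intervals come from a bootstrap of blocks of 10 neighbouring bins with 5000 samples, which covers variation along the chromosome and not between cultures.

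Of 343 bins on chromosome X, 216 lie in the stretches drawn dark in Fig. 4, which were read from the picture. Of these, 1 was taken to have no reads, because it carried a constant repeated along the track. The other 215 bins were analysed. The bins drawn faded for low mappability include scores of up to 11556. Positions of the shaded boxes and of the H3K27me3 depletion domains were also read from Fig. 4, with an error of up to 2 bins. Error within a track was judged from the departure of each bin from the mean of its neighbours. If errors are independent between bins, this is an upper limit, because true timing also changes between bins. Error shared by neighbouring bins is not counted. The SD judged this way was 0.566 for wt Xa, 0.373 for wt Xi, 0.551 for mut Xa and 0.714 for mut Xi. It corresponds to 30.6%, 66.6%, 35.1% and 59.7% of the variance over bins of these tracks.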

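In wt MEFs the Xa score was −0.0931 ± 1.02 (mean ± SD over 215 bins) and the Xi score was −0.929 ± 0.457. The SD of Xa was 2.24 times that of Xi (95% interval 1.91 to 2.67). The ratio was 0.922 when each track was divided by its own median absolute deviation over all bins, which alters the spread that the ratio compares. On a common divisor, a setting chosen after seeing the data that takes the lowest score of each track as a ratio of 0, it was 2.15. Xa scored higher than Xi in 80.9% of bins, with a mean difference of 0.836 (0.585 to 1.08). Each Z-score was centred over bins that are not stated, so part of a mean difference between tracks may come from the scaling. The Xa score was above 0 in 97 bins, here called early, and at or below 0 in 118 bins, called late. Early bins held 5.29 protein-coding genes on average (GENCODE M21) and late bins 1.66. Over the same early and late bins, the mean wt Xi score was −0.797 and −1.04, a difference of 0.241 (0.144 to 0.342).

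The split was repeated on gene number, which does not depend on the scores. The 136 bins with at least 2 genes, the median number, were gene-rich and the other 79 gene-poor. The wt Xa score was 0.305 in gene-rich and −0.778 in gene-poor bins, a difference of 1.08 (0.804 to 1.34). For wt Xi the difference was 0.122, with an interval that just includes 0 (−0.0049 to 0.253). Against this, it lay at the 97.7th percentile of 214 circular shifts along the bins, so a small difference is left open. Spearman's rho of gene number with the score, across bins that are not independent replicates, was 0.560 for wt Xa and 0.0986 for wt Xi.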

In wt MEFs we observed mid/late S-phase replication across Xi, contrasting with Xa where gene-rich and gene-poor chromosome domains replicate in early- and mid/late-S phase, respectively (Fig. 4a). However, in SmcHD1 mutant MEFs, replication patterns on Xi are more similar to the Xa pattern in wt cells (Fig. 4b). Thus, we observed regions of the chromosome in which Xi replication timing overlaps with that seen on Xa (orange shading, Fig. 4b), and other regions where replication timing is either partially advanced (yellow shading, Fig. 4b), or largely unaffected. 

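Pearson's r between the Xi and the wt Xa scores across bins was 0.288 in wt (95% interval 0.172 to 0.399; Spearman's rho 0.250) and 0.585 in mut (0.484 to 0.669; rho 0.599). The increase in r was 0.296 (0.169 to 0.413). Both r values were above those of all 214 circular shifts of the bins. Among the 5 pairs of tracks compared, mut Xa and wt Xa had the highest r, 0.715, and mut Xi with wt Xi the lowest, 0.207. The SD of mut Xi was 0.924, close to the 0.930 of mut Xa, and the ratio of Xa to Xi was 1.01 (0.875 to 1.16). A larger part of the variance of mut Xi than of mut Xa is departure of single bins from their neighbours, so the equal SDs do not show equal spreads of timing.

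In the bins called early on wt Xa, the mean mut Xi score was −0.332, and in late bins it was −1.25. This difference of 0.921 (0.662 to 1.17) exceeded that of wt Xi by 0.680 (0.432 to 0.910). The change of Xi from wt to mut was 0.464 in early and −0.216 in late bins. Averaged over the chromosome it was 0.0910, with an interval that includes 0 (−0.112 to 0.288). The mean Xa score was lower in mut than in wt by 0.271 (0.151 to 0.393). This offset may come from the centring of each Z-score, and it enters every comparison of Xa minus Xi between genotypes. The fall of the Xa score from wt to mut was larger in early than in late bins by 0.599 (0.405 to 0.796), but these bins were chosen on wt Xa, whose error enters this change. With bins split by gene number instead, the Xi change was larger in gene-rich bins by 0.597 (0.332 to 0.835), whereas the Xa change differed by 0.0156 (−0.193 to 0.227).

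**Figure D1:**
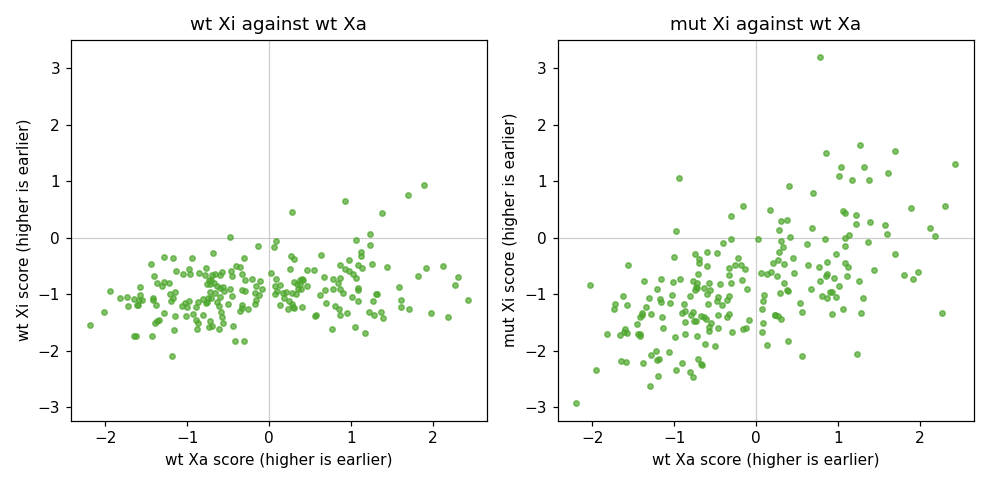
Score of Xi (vertical axis) against the score of wt Xa (horizontal axis), both Z-scores of the S/G1 ratio, for wt Xi on the left and mut Xi on the right. Each point is one of 215 bins of 500 kb; Pearson's r is 0.288 on the left and 0.585 on the right.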

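The boxes of Fig. 4b were read from the picture as 5 orange and 6 yellow regions. The paper chose them on these tracks, so their values describe the boxes and no test was made. In the 60 bins with orange shading, Xa minus Xi was 1.15 ± 0.876 (SD over bins) in wt and 0.342 ± 0.829 in mut. The fall in this difference from wt to mut, the RT change, was 0.805 (95% interval 0.515 to 1.09). It is the sum of a rise of Xi by 0.435 and a lower Xa score in mut by 0.370. In the 59 bins with yellow shading, Xa minus Xi was 1.15 ± 0.995 in wt and 0.746 ± 0.847 in mut, and the RT change was 0.400 (0.0764 to 0.685). Xi rose there by 0.240. In the 96 unshaded bins, Xa minus Xi was 0.451 in wt and 0.388 in mut. Their RT change of 0.0622 had an interval that includes 0 (−0.220 to 0.413), and their mean Xi change was −0.216.

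**Figure D2:**
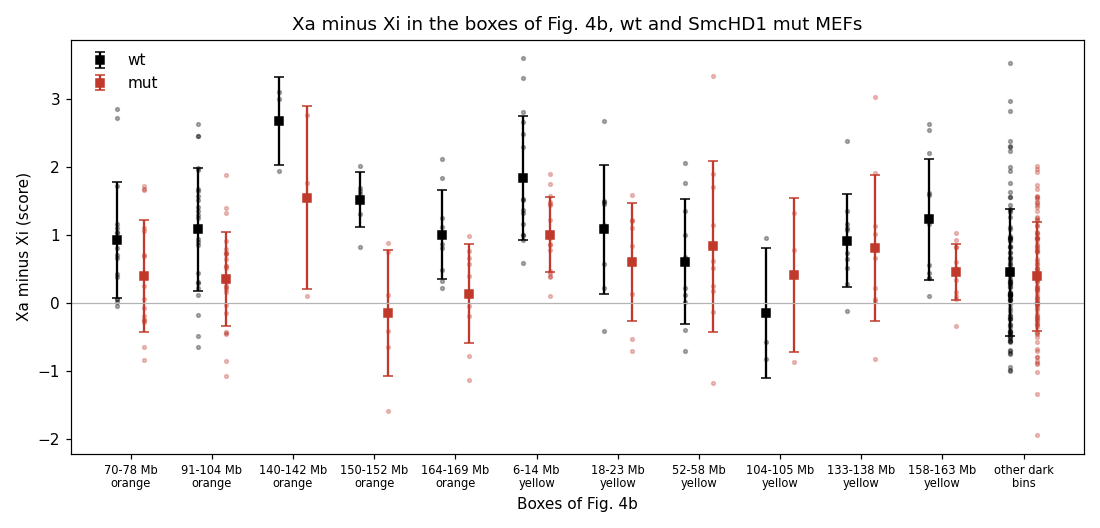
Xa minus Xi, as a difference of scores (vertical axis), in each box of Fig. 4b and in the other dark bins, for wt (black) and mut (red). Small points are bins of 500 kb, squares are means and bars 1 SD over bins; in the bins without shading the means of wt and mut are 0.451 and 0.388.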

The location of Xi regions showing a more pronounced shift in replication timing correlates closely with domains of H3K27me3 depletion (Fig. 4c), a proxy for SmcHD1 localisation, Xi gene activation and CpG hypermethylation, as above (Supplementary Fig. 6c–e).

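The marks of H3K27me3 depletion domains in Fig. 4c were read from the picture as 32 marks, in which close domains merge. They overlapped 68 of the analysed bins and left 147 without a mark. The median RT change was 0.654 in marked and 0.00812 in unmarked bins. The difference of 0.646 (95% interval 0.270 to 1.37) lay at the 99.5th percentile of all circular shifts of the marks. The mean RT change was 0.901 in marked and 0.113 in unmarked bins, a difference of 0.788 (0.449 to 1.12). Of the parts of this mean, the change of Xi from wt to mut was 0.466 ± 1.05 (SD over bins) in marked and −0.0823 ± 0.839 in unmarked bins. This difference of 0.548 (0.273 to 0.817) lay at the 99.1st percentile of the shifts. The Xa score was lower in mut than in wt by 0.435 in marked and by 0.195 in unmarked bins. For this part, the difference of 0.240 lay at the 99.5th percentile of the shifts, and its interval just includes 0 (−0.00395 to 0.502).

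Marked bins were more often early on wt Xa, 79.4% against 29.3% of unmarked bins. The difference in RT change was therefore compared with 10000 random sets of as many bins with the same distribution of wt Xa scores in 5 strata. It lay at the 13.7th percentile of these sets, whose median was 0.758. The wt Xa score and its error are part of the RT change, so matching on it also fixes part of the outcome. The difference in the Xi change, which does not contain wt Xa, lay at the 86.7th percentile of the same sets. Random sets matched on gene number instead, a matching chosen after seeing the data, had a median RT change difference of 0.201 and placed the observed one at the 97.8th percentile. The Xi change lay at the 99.8th percentile of these sets. The paper states that the location of Xi regions with a more pronounced shift correlates closely with H3K27me3 depletion domains, and takes that depletion as a proxy for SmcHD1 localisation, Xi gene activation and CpG hypermethylation.

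**Figure D3:**
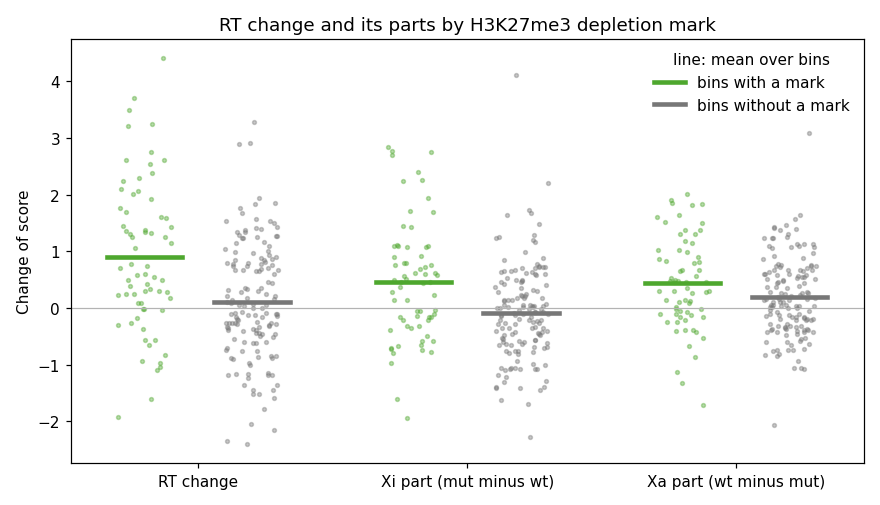
RT change and its Xi and Xa parts, as changes of score (vertical axis), in 68 bins with a mark of H3K27me3 depletion (green) and 147 bins without one (grey). Each point is a bin of 500 kb and lines are means, which for the Xi part are 0.466 and −0.0823.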

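Runs of at least 2 neighbouring bins above the 90th percentile of the RT change were ranked by their mean. This definition of a run was chosen after the data were examined. The highest was on chromosome X of GRCm38 from 142000001 to 143000000, with a mean RT change of 3.39 and an Xi change of 2.32 over 2 bins. The run holds the protein-coding genes Gucy2f, Nxt2, Kcne1l, Acsl4, Tmem164 and Ammecr1. Of the 3 highest runs, 1 is not described here. The third, from 156500001 to 157500000, holds Phex and Sms. Its RT change of 2.32 came mostly from a lower Xa score in mut, by 1.77, and its Xi change was 0.544. Every bin of the runs described overlapped a mark of H3K27me3 depletion at the positions read. The marks were read with an error of up to 2 bins, the length of each of these runs, so the overlap is uncertain.

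At the other end, 2 runs lay below the 10th percentile. The run from 65500001 to 67500000 had an RT change of −1.48 and an Xi change of −1.27 over 4 bins, and holds 4930447F04Rik and Slitrk2. The run from 88000001 to 89000000, without protein-coding genes, had an RT change of −1.18. Neither overlapped a mark at the positions read.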

**Fig. 4:**
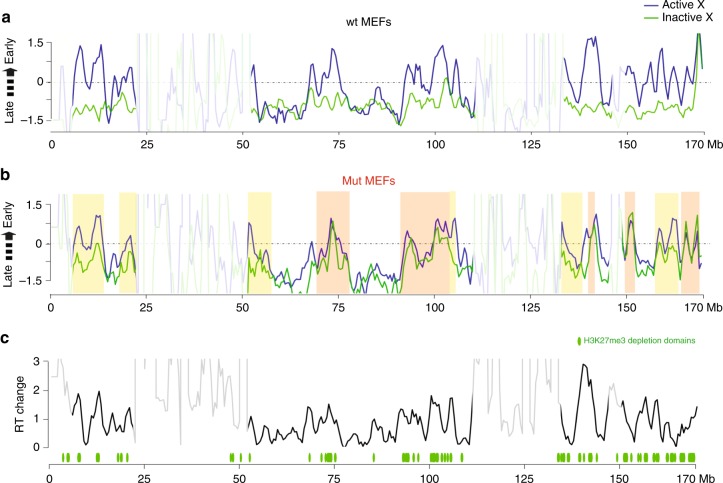
Advanced Xi replication timing in SmcHD1 mutant MEFs. Allele-specific Repli-seq profiles of wt (**a**) and germline SmcHD1 mutant (mut) (**b**) MEFs. Z-score of ratio of read densities from asynchronously dividing cells in S-phase to the read densities of G1 cells, 500 kb bins. Higher Z-score value corresponds to earlier replication. Boxes represent examples of regions in which replication timing on Xi and Xa in germline SmcHD1 mutant cells are equivalent (orange), or moderately advanced/equivalent to wt Xi (yellow). Regions of low probe mappability are indicated with reduced transparency. **c** Difference in the replication timing (Z-score of G1/S read densities) shift between Xa and Xi in wt and mut MEFs within and outside H3K27me3 depletion domains

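Bins were assigned to individual boxes by their midpoints, at positions with an error of up to 2 bins. The lines of Fig. 4b, read on the same axis, fitted their own scores best when moved by 2 bins towards the distal end. This was the largest move tried, so the boxes may be placed too far towards the proximal end. Values of individual boxes at moved positions were not computed. Among the orange boxes, mut Xa minus Xi was nearest to 0 at 164.3 to 169 Mb, with 0.137 ± 0.726 (SD over 9 bins), and at 149.7 to 152.3 Mb, with −0.151 ± 0.929 over 6 bins. At 69.5 to 77.8 Mb it was 0.397 ± 0.820 over 17 bins, and at 91.4 to 104.1 Mb it was 0.354 ± 0.688 over 25 bins. The orange box at 140.1 to 141.6 Mb, of 3 bins, kept a difference of 1.54 ± 1.35 in mut after 2.68 ± 0.646 in wt, with an Xi change of 0.0163. Among the yellow boxes, the RT change ranged from −0.559 at 104.1 to 105.4 Mb, over 3 bins, to 0.836 at 6 to 14.1 Mb, over 16 bins. It was also negative at 51.5 to 57.5 Mb, with −0.224 over 10 bins. The mean Xi change was above 0 in all 11 boxes, from 0.0137 at 133.3 to 138.5 Mb to 1.37 at 149.7 to 152.3 Mb.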

A further level of chromosome architecture is TADs, to which replication-timing domains are thought to be linked^45^. To determine if TAD organisation on Xi is affected by SmcHD1 loss of function we performed Hi–C in the germline SmcHD1 mutant, somatic SmcHD1 knockout, and wt MEF cell lines. Analysis of data for autosomes and for Xa indicated that SmcHD1 does not significantly impact on global TAD structure. An example, chromosome 7, is illustrated in Supplementary Fig. 7a–d. Along the Xi in wt cells we detect the presence of two mega-domains separated by the DXZ4-containing boundary and the general absence of TADs, as previously reported^14–18^ (Fig. 5a). However, we observed several distinct features both in germline SmcHD1 mutant and SmcHD1 somatic knockout cells. The mega-domain structure and DXZ4 hinge characteristic of Xi are discernible (Fig. 5b, c), but there are increased short-range interactions and increased compartmentalisation (Fig. 5a–f). Notably, we observed restoration of Xa TAD structure across the length of the chromosome (Fig. 5e–g, Supplementary Fig. 7e). This is most clear for the distal 20 Mb of Xi (Fig. 5e), where there are also correlated changes in transcription, epigenetic modifications, and replication timing (Fig. 5h, Supplementary Fig. 7f). 

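The distal part was taken as the 40 analysed bins from 150 Mb on, and only replication timing was examined. The mean RT change was 0.927 ± 1.13 (SD over bins; 95% interval 0.581 to 1.34), against 0.233 ± 1.17 in the 175 bins before 150 Mb. The difference of 0.694 lay at the 96.3rd percentile of the circular shifts of the scores. Xi rose from wt to mut by 0.604 ± 0.936 in the distal part and changed by −0.0263 ± 0.907 before it. That difference of 0.631 lay at the 97.7th percentile of the shifts. Xa minus Xi in the distal part was 1.18 in wt and 0.256 in mut. Pearson's r across bins with wt Xa in the distal part was 0.559 for wt Xi and 0.610 for mut Xi, whereas before 150 Mb it was 0.247 and 0.573. In the 34 distal bins without the tip, r was 0.411 for wt Xi and 0.547 for mut Xi. The last 2 analysed bins had early scores on Xi in both genotypes, 0.837 in wt and 1.04 in mut.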

Analysis of interaction frequencies along the Xi further illustrates the increase in short-range interactions in germline SmcHD1 mutant MEFs (Fig. 5i), with variation across the chromosome correlating with changes in Xi transcription and epigenetic landscape (Fig. 5j). In addition to TAD restoration, we observed compartmentalisation similar to Xa/autosomes, again both in germline SmcHD1 mutant and somatic knockout cell lines (Fig. 5b, c, k, l, Supplementary Fig. S7a, g). SmcHD1-dependent changes in TAD structure were reproducible in independently derived MEF lines (Supplementary Fig. 7h, i). Taken together these results demonstrate that SmcHD1 is a key factor in defining the unique higher-order chromatin domain organisation on Xi.

**Fig. 5:**
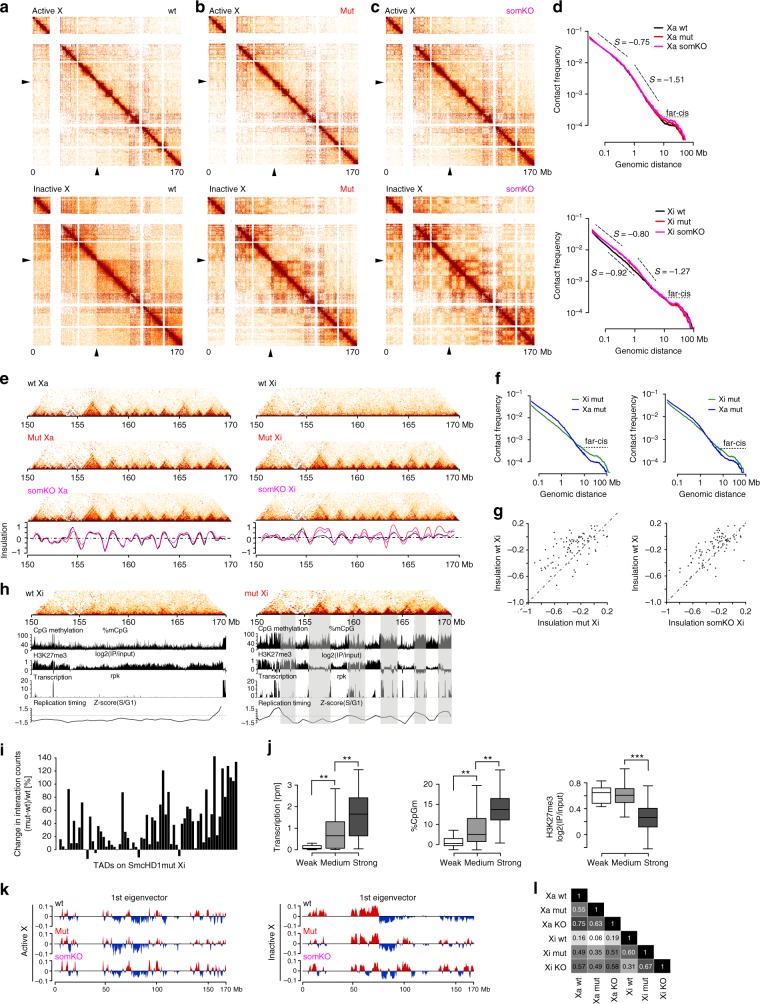
Altered TAD structure on Xi in SmcHD1 null MEFs. **a** Heatmap depicting allele-specific Hi–C interactions for Xa and Xi for wt MEFs. Interaction matrices were normalised for the number of available valid interactions per chromosome and KR-balanced within 250 kb bins. Black triangles indicate DXZ4 locus (“hinge”). **b**, **c** Hi–C interactions, as in **a**, for Xa and Xi in germline SmcHD1 mutant (mut) MEFs (**b**) and SmcHD1 somatic knockout (somKO) (**c**). **d** Distribution of linear genomic distances separating interacting loci for distinct cell lines for Xa (top) and Xi (bottom). Slope values are given for linear parts of the curves. Horizontal dashed line separates the far-cis interactions (>10 Mb). **e** Chromatin conformation within the distal 20 Mb of Xa and Xi for wt, mut, and somKO MEFs. Heatmaps, as above, but interactions aggregated within 50 kb bins. Insulation score plotted in black for wt, red for mut and magenta for somKO MEFs (bottom). **f** As in **d**, distribution of interaction distances for Xi and Xa in wt and mut cells. **g** Insulation at wt Xa TAD borders calculated for wt vs mut Xi (left) and wt vs somKO MEFs (right). **h** Hi–C interactions of Xi in wt (left) and mut (right) MEFs, aligned with DNA methylation, H3K27me3, transcription and replication timing profiles for the distal 20 Mb of ChrX. Shaded bars highlight TADs for mut cells. **i**. Difference in the interaction counts within TADs along the Xi between mut and wt MEFs related to the counts in wt. Interactions >100 kb were scored. **j** Boxplots summarising mean expression, CpG methylation and H3K27me3 enrichment on mut Xi for each TAD (Mann–Whitney test with Bonferroni correction). TADs were grouped based on the degree of re-establishment according to the quartiles of values in (**i**) into weak < Q1, medium > Q1 and < Q3 and strong > Q3. **k** First eigenVector values for Xi and Xa in all cell lines (500 kb bin). A/B compartments coloured in red/blue, respectively. **l**. Correlation between the first eigenVector values for Xa and Xi in all cell lines analysed (Pearson’s coefficients). Boxplots in **j** presents quartiles, median and outliers

### SmcHD1 depletes CTCF and cohesin at TAD boundaries on Xi

Recent studies have established that TAD boundaries result from the insulator protein CTCF restraining processive activity of the cohesin complex^11–13^. Accordingly, CTCF and cohesin occupancy is reduced at many sites on Xi compared with Xa^17,46,47^. With this in mind we performed ChIP-seq to determine the occupancy of CTCF and the cohesin subunit, Rad21, on Xa and Xi in wt compared with germline SmcHD1 mutant and SmcHD1 somatic knockout MEFs. Consistent with these prior studies, we observed that both CTCF and Rad21 occupancy is reduced on Xi compared with Xa (Fig. 6a, b). In contrast, in germline SmcHD1 mutant and somatic knockout MEFs we observed restoration of both CTCF and Rad21 occupancy at many sites (Fig. 6a–d, Supplementary Fig. 8a). Restoration of Rad21 peaks was more pronounced in germline SmcHD1 mutant MEFs. The observed effects were most apparent over chromosomal regions at which chromosome architecture changes occur in germline SmcHD1 mutant and SmcHD1 somatic knockout cells (Fig. 6e, f). At selected regions for which allelic assignment of CTCF/Rad21 enrichment sites was possible, we were able to correlate restoration of CTCF/Rad21 occupancy on Xi with the reappearance of specific TADs (Fig. 6c, d, Supplementary Fig. 8b). The majority of Xa CTCF/Rad21 binding sites that were absent on Xi in wt MEFs acquired significant levels of CTCF/cohesin occupancy in germline SmcHD1 mutant and SmcHD1 somatic knockout (Fig. 6g, h). Given that CpG methylation of CTCF sites can block binding^48^, we investigated whether restoration of Xi CTCF binding could be linked to loss of DNA methylation in germline SmcHD1 mutant and SmcHD1 somatic knockout cells. As shown in Fig. 6i, we observed that loss of DNA methylation could account for restoration of CTCF binding only at a small subset of sites.

**Fig. 6:**
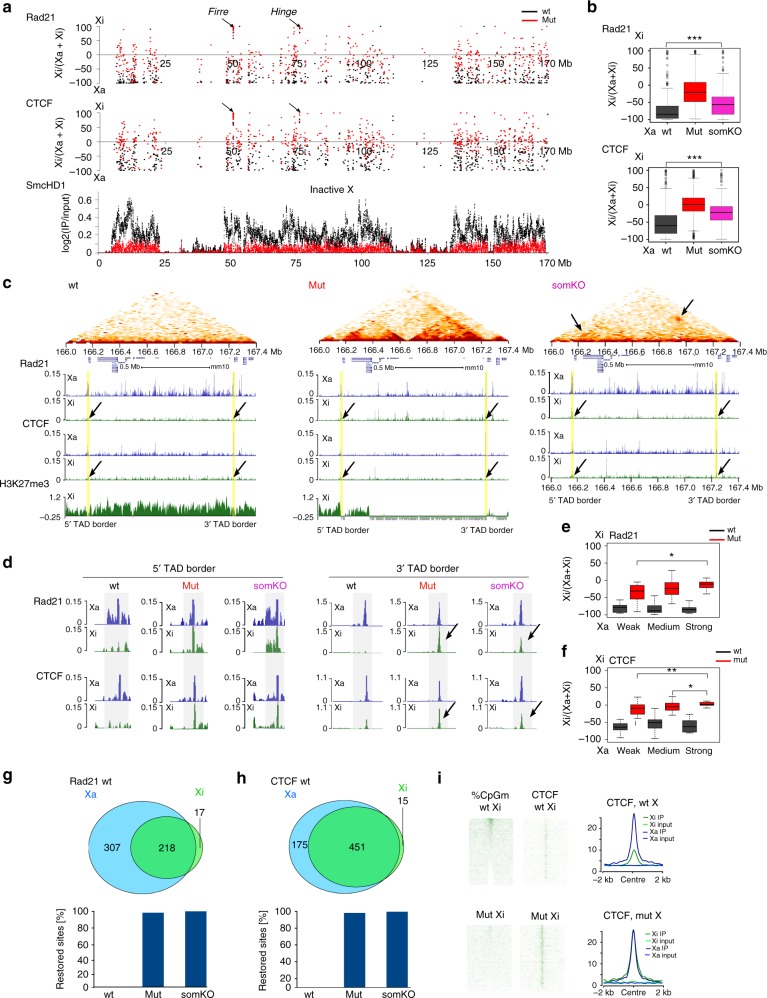
CTCF and cohesin occupancy on Xi in SmcHD1 null cells. **a** Chromosome-wide occupancy of Rad21 (top) and CTCF (middle) for Xi or Xa, estimated for distinct peaks in wt, germline SmcHD1 mutant (mut) and somatic SmcHD1 knockout (somKO) MEFs, as a ratio indicating relative levels on Xa and Xi. 100 = fully Xi-, −100 = fully Xa-specific. Black arrows depict Firre and Hinge loci highly enriched on wt Xi. Lower part, shows SmcHD1 profile on the Xi log2(IP/input) in 10 kb bins. **b** Summary of preferential occupancy of Rad21 (top) and CTCF (bottom) for Xi or Xa in all cell lines (wt, mut and somKO). Boxplots present quartiles, median and outliers of values estimated as in (**a**). **c** Example illustrating Hi–C interactions, CTCF and Rad21 occupancy within a region harbouring a TAD that is re-established in mut and to lesser extent in somKO cells. Top part shows Hi–C heatmap of chromatin interaction counts in 50 kb bins. Black arrows depict occupancy changes within the borders of the re-established TAD. Yellow shading highlights regions which differ in CTCF/Rad21 binding between mut/somKO and wt cells correlating with external borders of the re-established TAD. **d** Enlarged views of 5′ and 3′ TAD borders from **c**. **e**, **f** Boxplots summarising preferential occupancy of Rad21 (**e**) and CTCF (**f**) for Xi or Xa (values as in **a**) for mut and wild-type Xi and each TAD classified as in Fig. 5i based on their degree of re-establishment in mutant cells. **g**, **h** Venn diagram quantifying Rad21 (**g**) and CTCF (**h**) occupancy on Xi and Xa within peaks in wt, mut and somKO MEFs. Peaks were considered Xi- or Xa-specific if > 90% of reads mapped to Xi or Xa, respectively. Remaining peaks were counted as present on both chromosomes. Barplots show the proportion of the Xa-specific peaks which gained Rad21 (**d**) and CTCF (**e**) in mut and somKO MEFs. **i** DNA methylation at Xi-linked CTCF sites alongside CTCF enrichment for wt and mut MEFs both ordered according to the DNA methylation level. Right part shows averaged profile of CTCF enrichment for wt and mut MEFs. **b**, **e**, f *0.05 < *p*-value > 10^-2^, **10^-2^ < *p*-value > 10^-4^, ***p-value < 10^-4^(Mann-Whitney test)

## Discussion

Allelic ChIP-seq analysis of SmcHD1 on Xi shows strong enrichment over gene-dense domains. This pattern mirrors the localisation of Xist RNA and Xist-dependent histone modifications^49,50^, and is therefore consistent with a previous study using a human cell line that reported a requirement for ongoing XIST RNA expression to maintain SMCHD1 enrichment on Xi^36^. Using allelic RNA-seq we found that a large proportion of Xi genes within SmcHD1 enriched regions are de-repressed in germline SmcHD1 mutant MEFs, albeit, in most cases expression does not reach the level seen on Xa. At present we cannot discriminate between the possibility that Xi gene activation in SmcHD1 mutant cells occurs in a graded fashion within individual cells, or that low-level activation reflects probabilistic expression in a subset of cells that varies for different loci.

In prior work we found that SmcHD1 enrichment on Xi is a late step in the X inactivation cascade in differentiating XX ESCs^31^, suggesting a role in maintenance rather than establishment of X inactivation. Paradoxically, in this study we found that there is no activation of Xi genes following knockout of SmcHD1 in MEFs. In light of this we speculate that SmcHD1 is required for Xi to transition from the initial repressed state to long-term silencing, but that downstream silencing pathways, for example CGI DNA methylation, maintain the inactive state even in the absence of SmcHD1. Although we cannot at present define how SmcHD1 mediates transitional Xi gene silencing, its role in establishing higher-order chromosome folding, discussed below, is one possible mechanism.

Analysis of the Xi methylome at single nucleotide resolution confirms prior studies demonstrating Xi hypomethylation^39,40^. We observed widespread and extensive hypomethylation, encompassing both gene-dense and gene-poor compartments. As noted, we cannot rule out that hypomethylation of gene-poor regions genome-wide contributes to the overall hypomethylation of Xi. However, hypomethylation of gene-dense regions on Xi is presumably linked to the X inactivation process. Mechanistically, this could be attributable to reduced binding of the de novo DNA methyltransferases Dnmt3a/b, which recognise the histone modification H3K36me3 in gene bodies of active genes^51,52^. Consistent with this idea, hypermethylated regions on Xi correspond to genes that escape X inactivation and in germline SmcHD1 mutant MEFs, hypermethylation occurs within regions encompassing activated Xi genes. However, Xi CpG hypermethylation in germline SmcHD1 mutant MEFs is not restricted to gene bodies, where H3K36me3 is normally enriched, but rather occurs across domains that include upstream and downstream sequences, and in some cases more than one gene. Reciprocal depletion of PRC2-mediated H3K27me3 further reinforces the hypothesis that deregulation of the Xi epigenome in SmcHD1 mutant cells occurs at the level of sub-megabase domains that encompass one or more genes, together with intergenic/flanking sequences. These observations suggest that alternative mechanisms, for example increased accessibility to nucleosome remodelling complexes, are involved in establishing the distinct epigenomic features observed on Xi in germline SmcHD1 mutant MEFs.

Further support for SmcHD1 functioning on Xi at the level of domain organisation comes from direct analysis of replication-timing domains and TADs/compartments. In both cases we observe a shift towards Xa-specific organisation across Xi, most obviously associated with sites where Xi gene activation and modified epigenomic features occur. The mechanism for replication-timing changes is not known. One possibility is that SmcHD1 affects recruitment of Rif1, required to direct PP1 to reverse Cdc7-mediated phosphorylation of the MCM complex^53^. Thus, at chromosomal regions that are normally early replicating, SmcHD1 may facilitate Rif1 recruitment, for example through affecting chromosome architecture. SmcHD1 has been reported to disrupt Xi replication-timing independent of gene activation following SMCHD1 knockdown in a human XX cell line^36^, implying that transcriptional activation is not the cause of shifted replication-timing patterns.

The unique organisation of TADs on Xi has been linked to reduced binding of CTCF at TAD boundaries and/or reduced recruitment of cohesin complexes^17,18^. Accordingly, we observe restoration of both CTCF binding and cohesin (Rad21) accumulation in germline SmcHD1 mutant and SmcHD1 somatic knockout MEFs, and sites of restoration correlate well with the reappearance of Xa TAD structure. These findings accord with prior analysis of SmcHD1 at an autosomal target, the protocadherin gene cluster in neural stem cells, which suggested that SmcHD1 and CTCF have opposing roles in transcriptional regulation^37^. The antagonistic effects of SmcHD1 on TAD boundaries may be analogous to the role of condensin in TAD dissolution during mitosis^54^.

We observed that whilst restoration of CTCF binding also occurs in MEFs following depletion of SmcHD1 in somatic cells (where there is no Xi gene derepression), restoration of Rad21 on Xi was of a lower magnitude. Prior work has suggested a link between cohesin loading and active transcription^55^, and this may account for the reduced level of restoration relative to the germline SmcHD1 mutant model. The mechanism for restoration of CTCF binding is not known, albeit, our analysis indicates that changes in DNA methylation could account for a small proportion of restored sites. Regardless, this result together with Hi–C analysis demonstrates that changes in the long-range architecture of Xi in SmcHD1 mutant cells is not a consequence of gene derepression. We note that prior studies have reported that depletion of Xist RNA in somatic cells leads to partial restoration of Xa chromosome architecture/TAD structure, also in the absence of changes in Xi gene repression^17,56^. Given that SmcHD1 recruitment to Xi is dependent on ongoing Xist expression^36^, we suggest that these effects may be attributable in part, or entirely, to loss of SmcHD1 on Xi.

During revision of this paper three related studies were published^57–59^. In close agreement with our findings these studies report that SmcHD1 is important for silencing many Xi genes^57,58^, for chromosome-wide changes in the Xi epigenome^58^, and for establishment of Xi-specific higher-order chromosome architecture^57,59^.

In summary, our findings illustrate that SmcHD1 functions in X inactivation at the level of chromatin domain organisation. In future studies it will be important to determine the molecular interactions that underpin SmcHD1 function in antagonising TAD/compartment formation both on Xi and potentially at other SmcHD1 target loci.

## Methods

### Derivation and culture of mouse embryonic fibroblasts (MEFs)

Animal studies were carried out under the United Kingdom Home Office ASPA project, licence numbers 30/2800 (until 2015) and 30/3326 (from 2015 to present).

Interspecific crosses between SmcHD1 mutation carrier strain (FVB) and *castaneus* strain were designed to prevent meiotic recombination between X^cast^ and X^FVB^ chromosomes (Fig.1). FVB MommeD1^32^ heterozygous male was crossed with *castaneus* WT female. F1 SmcHD1 heterozygote male was selected for F2 cross with SmcHD1 heterozygous FVB female. Embryos from this cross were dissected at E9.5, and MEF lines were derived by culturing trypsinised wt and SmcHD1^mut/mut^ littermate embryos. Established MEF lines were sub-cloned, and individual clones were selected for further analysis. SmcHD1 genotype was determined by sequencing PCR fragments overlapping the SmcHD1 point mutation in exon 23^32^. FVB or *castaneus* origin of the X chromosome was determined by sequencing PCR fragments across Xist SNP region. XX/XY genetic content was established by PCR analysis using primers that give distinct bands for the Uba1 and Uba1y genes^60^. All primers used for genotyping are listed below.

Fibroblasts were grown in Dulbecco’s modified Eagle medium (DMEM, Life Technologies) supplemented with 10% foetal calf serum (FCS; Seralab), 2 mM L-glutamine, 1x nonessential amino acids, 50 μM 2-mercaptoethanol, and 100 U/ml penicillin/100 μg/ml streptomycin (Life Technologies) in a humidified 37 °C incubator under 5% CO_2_.

### CRISPR/Cas9-mediated SmcHD1 knockout in MEFs

sgRNAs targeting *SmcHD1* in the vicinity of the original MommeD1 mutation (exon 23) and neighbouring exons were cloned into plasmid pX459 as described^61^. SmcHD1 wt1A2 cell line that carries *wt SmcHD1* (two FVB alleles and one *castaneus* allele) was used for mutagenesis. Fibroblasts were plated on 90 mm Petri dishes a day before transfection. A few hours before transfection growth medium was replaced with antibiotic-free medium. Cells were transfected with a pool of two sgRNAs, 3 μg each, using Lipofectamine 3000 (Life Technologies) according to the manufacturer’s instructions. DNA:Lipofectamine ratio was 1:3. Cells were trypsinised 18 h after lipofection and plated on 145 mm petri dishes at densities 1/10; 1/3 and the rest. Puromycin selection at final concentration 4 μg/ml was applied next day and maintained for 72 h, after which cells were grown in EC10 medium for 10 days until colonies were ready to be picked. Individual well-spaced colonies were scraped from the dishes and transferred into 48-well plate without trypsinisation. Initial screening of knockout clones was by genomic PCR across intronic region (*SmcHD1_TNK208* + *SmcHD1_TNK291*). Selected clones were subsequently analysed by sequencing of cloned PCR products from regions around sgRNAs and across introns when appropriate. Candidate KO clones D4 and A3.3 were subsequently further characterised by immunofluorescence with SmcHD1, H3K27me3 and H2Aub1 antibodies, and by Western blot of nuclear extracts with SmcHD1 antibody. Used oligonucleotides are listed in Supplementary Table 1.

### Metaphase spreads

Cells were plated on 140 mm Petri dishes 2 days before metaphase collection. Semi-confluent cultures with actively dividing cells were fed with fresh medium supplemented with 1.5 μg/mL ethidium bromide (Life Technologies) and incubated for 1 h 20 min. Mitotic cells were arrested by addition of KaryoMAX Colcemid (Life Technologies) at a final concentration of 0.1 μg/ml for further 40 min. Cells were carefully rinsed once with PBS and trypsinised briefly at room temperature until the top layer of cells enriched with mitotic cells started to move. Trypsin was inactivated with fresh medium and top layer of cells was collected and pelleted at 200 × *g* for 3 min, RT. All supernatant was aspirated and pellets were gently resuspended in 1 ml of hypotonic solution (75 mM KCl). After incubation for 5 min at RT, swollen cells were placed on ice, and 200 μL of freshly prepared methanol/acetic acid fixative (3:1, 4 °C) was added drop-wise to the solution to pre-fix cells. Cells were pelleted at 200 × *g* for 3 min, and most of the supernatant was removed, leaving behind about 100 μL to re-suspend the cells in by gentle flicking. 1 ml of ice-cold fixative was added to the resuspended cells and incubated overnight at 4 °C without agitation. The following day the cells were carefully resuspended in the same fixative and pelleted as before. The fixative was replaced 3–5 times in total until good metaphase chromosome spreading was observed after the cell suspension was dropped onto microscope slides and air dried.

### M-FISH

Metaphase spreads were prepared as described above, omitting the addition of ethidium bromide. The cells were hybridised with the 21XMouse MFISH kit (Zeiss Metasystem), following the manufacturer instructions. The slides were mounted in DAPI/Vectashield mounting medium (Oncor), under a glass coverslip, and analysed with an Olympus BX60 microscope for epifluorescence equipped with a Sensys CCD camera (Photometrics, USA). Images were collected using Genus Cytovision software (Leica). A minimum of twenty-five cells were analysed for each cell line.

### Chromosome paint (DNA FISH) on metaphase spreads

Slides with freshly fixed metaphase spreads were dehydrated through ethanol series (2 × 70%, 2 × 90% 2 min each followed by 100% for 5 min), and incubated in an oven at 65 °C for 1 h. Slides were cooled down on a bench for a few minutes and denatured in 70% (v/v) Formamide/2xSSC at 65 °C for 90 s. Slides were quenched in ice-cold 70% ethanol for 4 min and then dehydraded again through the ethanol series (the same as above), and dried in the vacuum dessicator for 5 min at RT. A 1:1 mix of directly labelled chromosome 8 (Cy-3, Cambio Ltd) and X (FITC) paints was denatured at 65 °C for 10 min, spun down and incubated at 37 °C for 40–60 min. Probe was incubated with the denatured metaphases overnight at 37 °C. Next day the slides were washed twice with a solution of 1xSSC/50% formamide followed by two washes with 1xSSC and three washes with 4xSSC/0.05% Tween 20 in a water bath at 45 °C, 5 min each. Slides were mounted in Vectashield containing 4,6-diamidino-2-phenylindole (DAPI) (Vector Laboratories) and sealed with nail varnish.

### RNA-FISH

Cells were plated on Superfrost Plus gelatinised slides (VWR) and grown at least overnight. After washing twice with PBS, cells were permeabilised for 5 min in CSK buffer (100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, 10 mM PIPES) with 0.5% Triton X-100 (Sigma) on ice. Slides were rinsed briefly in PBS and fixed in 4% formaldehyde/PBS for 10 min on ice, followed by two washes in 70% ethanol. Slides were either stored in 70% ethanol at 4 °C until use or dehydrated (80, 95, 100% ethanol, 3 min each, RT) and air dried immediately before hybridisation with Xist probe. Xist probe was generated from an 18 kb cloned cDNA spanning the whole Xist transcript using a nick translation kit (Abbott Molecular) as previously described^19^. Directly labelled probe (1.5 μL) was co-precipitated with 10 μg salmon sperm DNA, 1/10 volume 3 M sodium acetate (pH 5.2) and 3 volumes of 100% ethanol. After washing in 75% ethanol, the pellet was dried, resuspended in 6 μL deionised formamide and denatured at 75 °C for 7 min before quenching on ice. Probe was diluted in 6 μL 2x hybridisation buffer (5xSSC, 12.5% dextran sulphate, 2.5 mg/mL BSA (NEB)), added to the denatured slides and incubated overnight at 37 °C in a humid chamber. After incubation, slides were washed three times with a solution of 2xSSC/50% formamide followed by three washes with 2xSSC in a water bath at 42 °C. Slides were mounted with Vectashield with DAPI and sealed with nail varnish.

### Immunofluorescence

Cells were plated on Superfrost Plus gelatinised slides (VWR) at least a day before the experiment. On the day of the experiment, cells were washed with PBS and then fixed with 2% formaldehyde in PBS for 15 min at RT, followed by 5 min of permeabilisation in 0.4% Triton X-100. Cells were rinsed with PBS three times, 2 min each and pre-blocked with a 0.2% w/v PBS-based solution of fish gelatine (Sigma) three times, 5 min each. Primary antibody dilutions were prepared in fish gelatin solution with 5% normal goat serum. Cells were incubated with primary antibodies for 2 h in a humid chamber at room temperature, then washed three times in fish gelatin solution to remove non-bound and non-specifically bound antibodies. Secondary antibodies were diluted in fish gelatin solution and incubated with cells for 1 h at RT in a humid chamber. Primary and secondary antibody dilutions are listed in Supplementary Table 2. After incubation, slides were washed twice with fish gelatin and once with PBS before mounting with Vectashield mounting medium with DAPI. Excess mounting medium was removed and the coverslips were sealed using nail varnish.

### Microscopy

Z stack images were acquired on a Zeiss AX10 microscope equipped with AxioCam MRm charge-coupled device camera using AxioVision software (Carl Zeiss International, UK). Best exposure time for each field and channel was manually determined and kept fixed among experiments. Further image editing and refinement was achieved through Fiji/ImageJ.

### RNA extraction

Cells grown on T25 flasks (Nunc) were washed twice in PBS and lysed directly with 1 ml of Trizol reagent (Life Technologies). Samples were incubated for 5 min at 25 °C, cellular lysates were collected and transferred into 1.5 ml RNase-free Eppendorf tubes. 0.2 volume of chloroform was added to each sample and mixed by vigorous shaking for 15 s. Samples were incubated for 2 min at 25 °C and centrifuged at 12,000 × *g* for 5 min at 4 °C. The upper aqueous phase was transferred into a clean tube and an equal volume of isopropanol was added. Samples were incubated for 10 min, and RNA was pelleted at 12,000 × *g* for 10 min at 4 °C. The pellets were washed once in 1 ml of 75% ethanol and then air dried for 5–10 min and resuspended in 50–100 μL RNase-free water. Contaminating DNA was removed using the Ambion DNA-free DNase Treatment kit (Life Technologies) according to the manufacturer’s instructions. cDNA was generated with pd(N)_6_ random hexamers (GE Healthcare) using SuperScript III reverse transcriptase (Life Sciences) according to the manufacturer’s instructions.

### Genomic DNA extraction

Cells from a confluent 90–140 mm petri dish were harvested and resuspended in 5–10 ml lysis buffer (10 mM NaCl, 10 mM Tris-HCl pH 7.5, 10 mM EDTA-NaOH pH 8.0, 0.5% sodium lauroyl sarcosinate) with proteinase K added to a final concentration of 100 μg/ml. Samples were incubated overnight at 55 °C, and then genomic DNA was phenol/chloroform extracted and purified using 15 ml MaXtract High Density Tubes (Qiagen). Genomic DNA was precipitated with 1/25 volume of 5 M NaCl and 2.5 volume of ice-cold 100% ethanol. High molecular weight genomic DNA was spooled and transferred to a new Eppendorf tube containing 1 ml of 70% ethanol. DNA was pelleted, air dried and resuspended in 300–400 μl 10 mM Tris pH 8.5. DNA concentration was measured by Nanodrop.

### Nuclear extraction

Nuclear extracts for Western blot analysis of CRISPR/Cas9-mediated SmcHD1 mutant cell lines were prepared essentially according to a method described previously^62^. Briefly, cells were trypsinised and washed in PBS and then resuspended in 10 packed cell volumes of buffer A (10 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl with 0.5 mM DTT, 0.5 mM PMSF, complete protease inhibitors (Sigma) added fresh, and incubated on ice for 10 min. Cells were recovered by centrifugation at 1500 × *g* for 5 min at 4 °C. Cells were then lysed in three volumes of buffer A + 0.1% NP40 and incubated on ice for another 10 min. Nuclei were collected by centrifugation at 400 × *g*, 5 min at 4 °C and washed once in five volumes of PBS with protease inhibitors. Recovered nuclei were resuspended in one volume of buffer C (5 mM HEPES pH 7.9, 26% glycerol, 1.5 mM MgCl_2_, 0.2 mM EDTA, 250 mM NaCl with complete protease inhibitors and 0.5 mM DTT added fresh). Salt concentration was increased to 350 mM NaCl and extraction was performed on ice for 1 h with occasional agitation. Nuclei were pelleted at 16,000 × *g* for 20 min at 4 °C and supernatants were collected as nuclear extracts. Concentration of the extracts was measured using Bradford assay (Bio-Rad) according to manufacturers’ instructions. Samples were stored at −80 °C until use.

### Western blotting

Samples were diluted in 6xSMASH buffer (375 mM Tris.HCl pH 6.8, 35% Glycerol, 12% SDS, 0.1% bromophenol blue, 4.3 M β-mercaptoethanol), boiled for 10 min at 95 °C, separated on 6% polyacrylamide gel and transferred onto a nitrocellulose membrane by wet transfer in Tris/glycine buffer (100 V for 70 min at 4 °C). Membranes were blocked in TBST buffer (100 mM Tris-HCl pH 7.5, 0.9% NaCl, 0.1% Tween 20, 5% w/v Marvel milk powder) for 1 h at room temperature and then incubated with primary antibodies overnight at 4 °C with gentle rocking. Membranes were washed three times for 10 min with TBST and incubated for 1 h with secondary antibody conjugated to horseradish peroxidase or IRDye 800CW anti-rabbit IgG (Li-COR). After washing three times for 10 min with TBST and one 10 min wash with PBS, bands were visualised either using ECL (GE Healthcare) or on Odyssey Fc Imaging System (Li-COR). Primary and secondary antibody dilutions are listed in Supplementary Table 2.

### Whole-genome bisulfite sequencing (WGBS)

Genomic DNA and RNA were extracted from MEF cultures using AllPrep DNA/RNA/Protein Mini Kit (Qiagen) according to the manufacturer’s instructions. Concentration of DNA was measured on Nanodrop and adjusted to 20 ng/μl after which the DNA was sheared to 100–500 bp fragments on Covaris sonicator with the following settings: 10% duty cycle, 200 bursts/s, intensity 4.0, 80 s duration; mode–frequency sweeping). Fragment ends were repaired, A-tailed and ligated with PE Illumina methylated adapter oligos using NEBNext DNA Library Prep Master Mix Set for Illumina (NEB). Adaptor-ligated gDNA fragments were subjected to bisulfite conversion using two-step modification procedure with Imprint™ DNA Modification Kit (Sigma). Converted and purified DNA was amplified for 9–12 cycles with KAPA HiFi HS Uracil enzyme mix (Anachem). Precise concentration and size of the libraries were determined by qPCR with universal Illumina primers and also on Agilent 2100 Bioanalyzer (Agilent Technologies) using High Sensitivity DNA assay. Libraries were sequenced on HiSeq2000 system (Illumina) using 100 bp Paired End protocol.

### Chromatin RNA sequencing

wt, SmcHD1 mutant and SmcHD1 somatic knockout MEFs were grown on 2 × 145 mm petri dishes in EC10 medium to semi-confluency. RNA-Seq enriching for chromatin-bound nuclear RNA was performed according to a modified chromatin RNA-Seq protocol^63^. The cells were trypsinised, collected in EC10 medium and cell number was counted on LUNAII cell counter (Logos Biosystems). 1 × 10^7^ cells for each line were spun down, resuspended in 12 ml of ice-cold PBS and supplemented with 2.5 × 10^6^ SG4 drosophila cells for calibration. Cells were spun down at 500 × *g*, 5 min at 4 °C and cell pellets were resuspended in 800 μl of HLBN hypotonic buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 2.5 mM MgCl_2_, 0.05% NP40). 480 µl of buffer HLBNS (HLBN, 25% sucrose) was carefully under-layered to create sucrose cushion, and nuclei were isolated by centrifugation for 5 min at 1000 × *g* at 4 °C. Supernatant containing cytoplasmic debris was discarded and the nuclear pellet was resuspended in 100 µl of ice-cold buffer NUN1 (20 mM Tris-HCl pH 7.9, 75 mM NaCl, 0.5 mM EDTA, 50% glycerol; 1 mM DTT and cOmplete EDTA free protease inhibitors (Sigma) added fresh). Nuclei were lysed in 1200 µl of ice-cold lysis buffer NUN2 (20 mM HEPES pH 7.6, 300 mM NaCl, 7.5 mM MgCl_2_, 0.2 mM EDTA, 1 M urea, 1% NP40; 1 mM DTT) during 15 min incubation on ice and RNA-bound chromatin was pelleted at 16,000 × *g* for 10 min at 4 °C. Chromatin-RNA pellet was resuspended in 200 µl of high salt buffer HSB (10 mM Tris-HCl pH 7.5, 500 mM NaCl, 10 mM MgCl_2_). DNA and proteins were digested with Turbo DNAse (Life Sciences) and proteinase K (10 mg/ml, ThermoFisher, nuclease free), incubating on ThermoMixer at 37 °C for 10 min and 30 min, respectively. RNA was extracted with 1 ml of TRIzol (Life Sciences) according to the manufacturer guidelines. RNA was dissolved in 1xTURBO DNAse buffer, digested with TURBO DNAse for 30 min at 37 °C on a ThermoMixer and extracted with TRIzol. RNA was washed three times with 75% ethanol, dissolved in water and quantified using a NanoDrop (ND-1000).

RNA quality was checked with RNA 6000 Pico Chip (Agilent Technologies) on Agilent 2100 Bioanalyser (Agilent Technologies). Samples were depleted of ribosomal RNA with Ribo-Zero Gold Kit (MRZG12324, Illumina) according to manufacturer’s guidelines. RNA was isolated from 3 biological replicates. RNA-Seq libraries were prepared with NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina (E7420S) using NEBNext® Multiplex Oligos for Illumina for multiplexing (E7335S and E7500S). Libraries were sequenced on HiSeq2000 and NextSeq500 using NextSeq 500 High-Output Kit: 1 lane, 150 cycles, 75 bp paired-end sequencing (Illumina).

### Chromatin immunoprecipitation sequencing

wt, SmcHD1 mutant and SmcHD1 somatic knockout MEFs were grown on 5–8 × 145 mm petri dishes in EC10 medium to semi-confluency. Cells were trypsinised, washed in PBS and counted. For SmcHD1 and Rad21, 5 × 10^7^ cells were then cross-linked in 2 μM Ethylene glycol-bis(succinic acid N-hydroxysuccinimide ester) (EGS, Sigma) in PBS at RT for 1 h followed by 15 min cross-linking in 1% formaldehyde. For H3K27me3 and CTCF 1 × 10^7^ cells were cross-linked in 1% formaldehyde alone for 15 min at RT. Formaldehyde was quenched by addition of glycine to a final concentration of 125 mM, and incubation at RT for 3 min. Cells were spun down at 700 × *g* for 4 min at 4 °C and lysed in 50 mM HEPES pH 7.9, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.25% Triton X-100 and 2% NP40. Cellular lysis was assisted by 20 strokes of a large clearance pestle in Dounce grinder, with subsequent incubation for 10 min at 4 °C with constant rotation. Released nuclei were spun down and washed once in 10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA and 0.5 mM EGTA. Nuclei were lysed by addition of 0.1% sodium deoxycholate and 0.5% N-lauroylsarcosine. All solutions contained cOmplete EDTA-free protease inhibitors (Sigma) added fresh. Chromatin was sonicated on BioRuptor sonicator (Diagenode) to produce fragments of ~500 bp. Triton X-100 was added to a final concentration of 1%, and insoluble pellet was removed by centrifugation at maximum speed for 10 min at 4 °C. Chromatin was aliquoted and stored at −80°C until use.

Immunoprecipitation was performed overnight at 4 °C with 3–5 μg of specific antibody and 100 μl of chromatin corresponding to 1 × 10^5^ (H3K27me3, CTCF) or 5 × 10^5^ cells (Rad21, SmcHD1) in 20 mM Tris-HCl pH 8.0, 1 mM EDTA, 150 mM NaCl and 1% Triton X-100, with proteinase inhibitors. Antibody-bound chromatin was isolated on rProtein A Sepharose Fast Flow beads (GE Healthcare) that had been blocked for 1 h at 4 °C with 1 mg/ml bovine serum albumin (NEB) and 1 mg/ml yeast tRNA (Sigma). Agarose beads with immunoprecipitated material were washed thoroughly in low salt buffer (LSB, 20 mM Tri-HCl pH 8.0, 2 mM EDTA, 150 mM NaCl, 0.1% SDS, 1% Triton X-100), high salt buffer (HSB, the same as LSB but with 500 mM NaCl), LiCl buffer (10MM Tris-HCl pH 8.0, 1 mM EDTA, 0.25 M LiCl, 1% NP40, 1% deoxycholate) and twice in TE buffer, all with proteinase inhibitors. Immunoprecipitated material was eluted from beads in elution buffer (0.1 M NaHCO_3_, 1% SDS) with shaking on Thermomixer at RT for 30 min. Beads were removed by centrifugation, eluted chromatin was reverse cross-linked and treated with RNAse and proteinase K in the presence of 200 mM of NaCl at 37 °C for 2 h followed by 65 °C overnight with shaking at 800 rpm for 1 min every 2 min. DNA was purified using ChIP DNA Clean and Concentrator kit (Zymo Research) according to the manufacturer’s instructions.

DNA size was assessed on Bioanalyzer (Agilent) and DNA was post-sonicated on Bioruptor Pico sonicator for 18–20 cycles of 30 s on/30 s off if necessary. DNA Concentration was quantified using PicoGreen® dsDNA Quantitation Kit (Molecular Probes), Bioanalyzer High sensitivity DNA assay and/or Qubit dsDNA HS assay kit.

NEBNext (H3K27me3) or NEBNext Ultra II (CTCF, Rad21, SmcHD1) DNA Library Prep Kits for Illumina were used to prepare libraries for sequencing, following the manufacturer’s instructions. End-repaired, A-tailed and adapter-ligated libraries were amplified for 7–11 cycles depending on the initial DNA amount. Indexed libraries were quantified, normalised and pooled for sequencing either on Illumina HiSeq2000 50 bp paired end run (H3K27me3, eight samples on three lanes) or on Illumina NextSeq 550 System (CTCF, Rad21, SmcHD1, 8–12 libraries per flowcell).

### Repli-seq

Repli-seq was performed as described^64^. Briefly, asynchronously proliferating cells were flow-sorted based on their DNA content (Hoechst 33342) into G1- and S-phase fractions (Fig. S6) into ice-cold PBS. Genomic DNA was isolated immediately after flow-sorting with Quick-gDNA™ MiniPrep (Zymo Research). Sequencing libraries were prepared with Illumina TruSeq DNA PCR-Free whole genome sequencing kit and sequenced on NextSeq 550 with 150 cycles High Output kit using paired end protocol.

### Hi–C

Hi–C was performed as described^65^. For each Hi–C library 25 × 10^6^ cells were cultured in EC10 media. The day of harvesting, cells were incubated in 22.5 mL of fresh media without serum, and cross-linked by adding 625 μL of 37% formaldehyde (1% final concentration). Plates were immediately mixed thoroughly after formaldehyde addition, and subsequently rocked every 2 min for exactly 10 min at RT. The cross-linking was quenched by addition of 1.25 mL of 2.5 M glycine. After 5 min at RT, plates were placed on ice for an additional 15 min. Cells were finally harvested by a cell lifter, transferred to a 15 mL falcon tubes, and centrifuged at 800 × *g* for 10 min (4 °C). The cell pellet was snap-frozen in liquid nitrogen, and stored at −80 °C until use. Hi–C libraries were then sequenced on a HiSeq4000 (paired-end reads of 100 bases each). Two biological replicates of wt and SmcHD1 mutant MEFs were sequenced in separate lanes, each yielding ~350 million reads per replicate.

### Allele-specific alignment

All NGS data were obtained from interspecific FVB- CAST/EiJ cells, which enabled allele-specific analysis. Assigning of reads into one of the parental genomes was performed in two stages.

First reads were mapped to mm10 reference genome with the aligner optimal for the assay. To minimise mapping biases due to differences in the similarity of FVB/Cast genomes to the reference genome all known SNP loci were N-masked before generating appropriate genome index files. SNP coordinates were obtained from The Sanger Institute (ftp://ftp-mouse.sanger.ac.uk/REL-1505-SNPs_Indels/).

Second using SNPsplit programme^66^ and confident SNPs extracted from the file mentioned above reads were sorted into paternal, maternal and unassigned subsets. The procedure in our experimental set-up allowed us to assign ~30% reads to parental genomes.

### Chromatin RNA-seq analysis

Reads were mapped with STAR 2.5b aligner^67^ with index generated from FVB-Cast SNP N-masked genome. Counts per gene were obtained with Htseq-count^68^.

Initial analysis showed that there is high correlation between chromosome copy number and gene expression values on distinct parental chromosomes therefore HTSeq counts were normalised for chromosomal copy number differences estimated from comparison of ChIP-seq input values and repli-seq alignments.

Differential expression analysis was performed with DESeq2^69^, a package from the R Bioconductor project. Results were further processed, analysed and visualized with custom R scripts using commonly used base and Bioconductor packages.

### ChIP-seq analysis

ChIP-seq reads were mapped with bowtie2 with SNP N-masked genome index and sorted with SNP-split to separate subsets of reads originating from parental genomes. For SmcHD1, CTCF and Rad21 ChIP-seqs, macs2 was used to detect significant enrichments (narrow peaks, *q*-value < 0.05). Peak calling was performed on unsorted reads. Allele-specificity of distinct peaks was determined by calculating the ratio of allele-specific reads overlapping the peak in maternal and paternal genome. Peak were considered exclusively specific to either paternal or maternal chromosome if they contained more than 90% of all input corrected reads.

Chromosome-wide SmcHD1 and H3K27me3 ChIP-seq data were obtained by averaging log2(IP/input) values calculated for 500 kb bins within 10 kb intervals.

H3K27me3 depletion domains were defined as regions with intervals of mean log2(IP/input) < 0, adjacent regions with negative values separated by no more than 20 kb were merged.

### Hi–C analysis

Hi–C reads were mapped with HiCUP pipeline^70^ using bowtie2 indexes based on the FVB-Cast SNP N-masked mm10 genome. Valid sets of Hi–C ditags were obtained after removing uninformative reads (re-ligations, dangling ends, etc), as well as exact duplicates. Hi–C ditags were then sorted based on confident SNP content with SNPsplit into following groups: FVB-FVB, FVB-unassigned, Cast-Cast, Cast-unassigned, FVB-Cast, unassigned-unassigned. For allele-specific analysis subsets “FVB-FVB” and “FVB-unassigned” were merged into one “FVB” and similarly subsets “Cast-Cast” and “Cast-unassigned” were merged into subset “Cast”. For comparative analysis of the wt and mutant cells, Hi–C data interaction number were down-sampled to the size of the smallest sample and further equalized per chromosome to normalize for differences in DNA copy number. Interactions were further binned into 1 Mb intervals genome-wide and 100 and 50 kb bins chromosome-wide with juicer tools^71^. Matrices with interactions for distinct chromosomes were balanced separately with the Knight-Ruiz balancing algorithm implemented in juicer tools, that ensures that each row and column of the contact matrix sums to the same value. TAD borders were called with TADtool^72^. Insulation scores were calculated with the matrix2insulation.pl script developed in Dekker Lab based on 50 kb balanced matrices with the following options: -is 500000 -ids 200000 -im imean). Eigenvectors for compartment analysis were obtained with matrix2compartment.pl script based on interaction matrices binned into 250 kb using standard settings apart from changing -ca parameter to 0.005. Both matrix2insulation.pl and matrix2compartment.pl scripts are available from https://github.com/dekkerlab/cworld-dekker.

Heatmaps and sums of interaction numbers for specific parts of chromosomes were generated based on balanced Hi–C matrices with HiTC Bioconductor package^73^.

### Whole-genome bisulfite sequencing analysis

Whole-genome bisulfite libraries were mapped with Bismark^74^, and deduplicated. Further reads were allele-specifically sorted and processed with bismark_methylation_extractor to retrieve methylated cytosines. Cytosines covered by at least three reads in allele-specific alignment were used for further analysis.

### Repliseq analysis

Repli-seq reads were mapped with bowtie2. Obtained alignments were sorted into parental genome specific subsets and subsequent analysis were performed as described^60^. In brief, reads from S and G1 cell fractions were analysed in 100 and 500 kb bins and for each bin read number normalized S/G1 ratio was plotted. 

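In the deposited scores, the lowest value of each track was shared by several bins, as a Z-score gives where no S-phase reads were counted and the ratio is 0. This lowest score was −6.69 in 3 bins of wt Xa, −6.41 in 5 bins of wt Xi, −6.79 in 3 bins of mut Xa and −7.52 in 7 bins of mut Xi. If it does stand for a ratio of 0, its size is the mean ratio divided by the SD that the authors used. Another constant, repeated at least 20 times per track, was taken to mark bins without reads, which cannot be checked without read counts. It was −1.47 for wt Xa, −1.46 for wt Xi, 0.638 for mut Xa and 0.661 for mut Xi. Between 23 and 26 bins per track had it. Scores of reads not split by allele were also deposited, and are centred near 0 with an SD of 0.117 in wt and 0.160 in mut over the dark bins. Their transformation is not stated in the paper's text.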

Z-scores of S/G1 ratios were further used for detailed analysis and visualization of chromosome-wide replication timing profiles.

### Code availability

Code used for the bioinformatic analysis is available from the corresponding author upon request.

## Supplementary information

Supplementary Information

## Data Availability

The accession number for all high-throughput sequencing data reported in this study were deposited in GEO under GSE115984. All other data are available from the corresponding author upon reasonable request. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: The non-canonical SMC protein SmcHD1 antagonises TAD formation and compartmentalisation on the inactive X chromosome
**Source:** Nat Commun. 2019 Jan 3;10:30. doi: 10.1038/s41467-018-07907-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

**The non-canonical SMC protein SmcHD1 antagonises TAD formation and compartmentalisation on the inactive X chromosome**

Gdula, Nesterova et al.

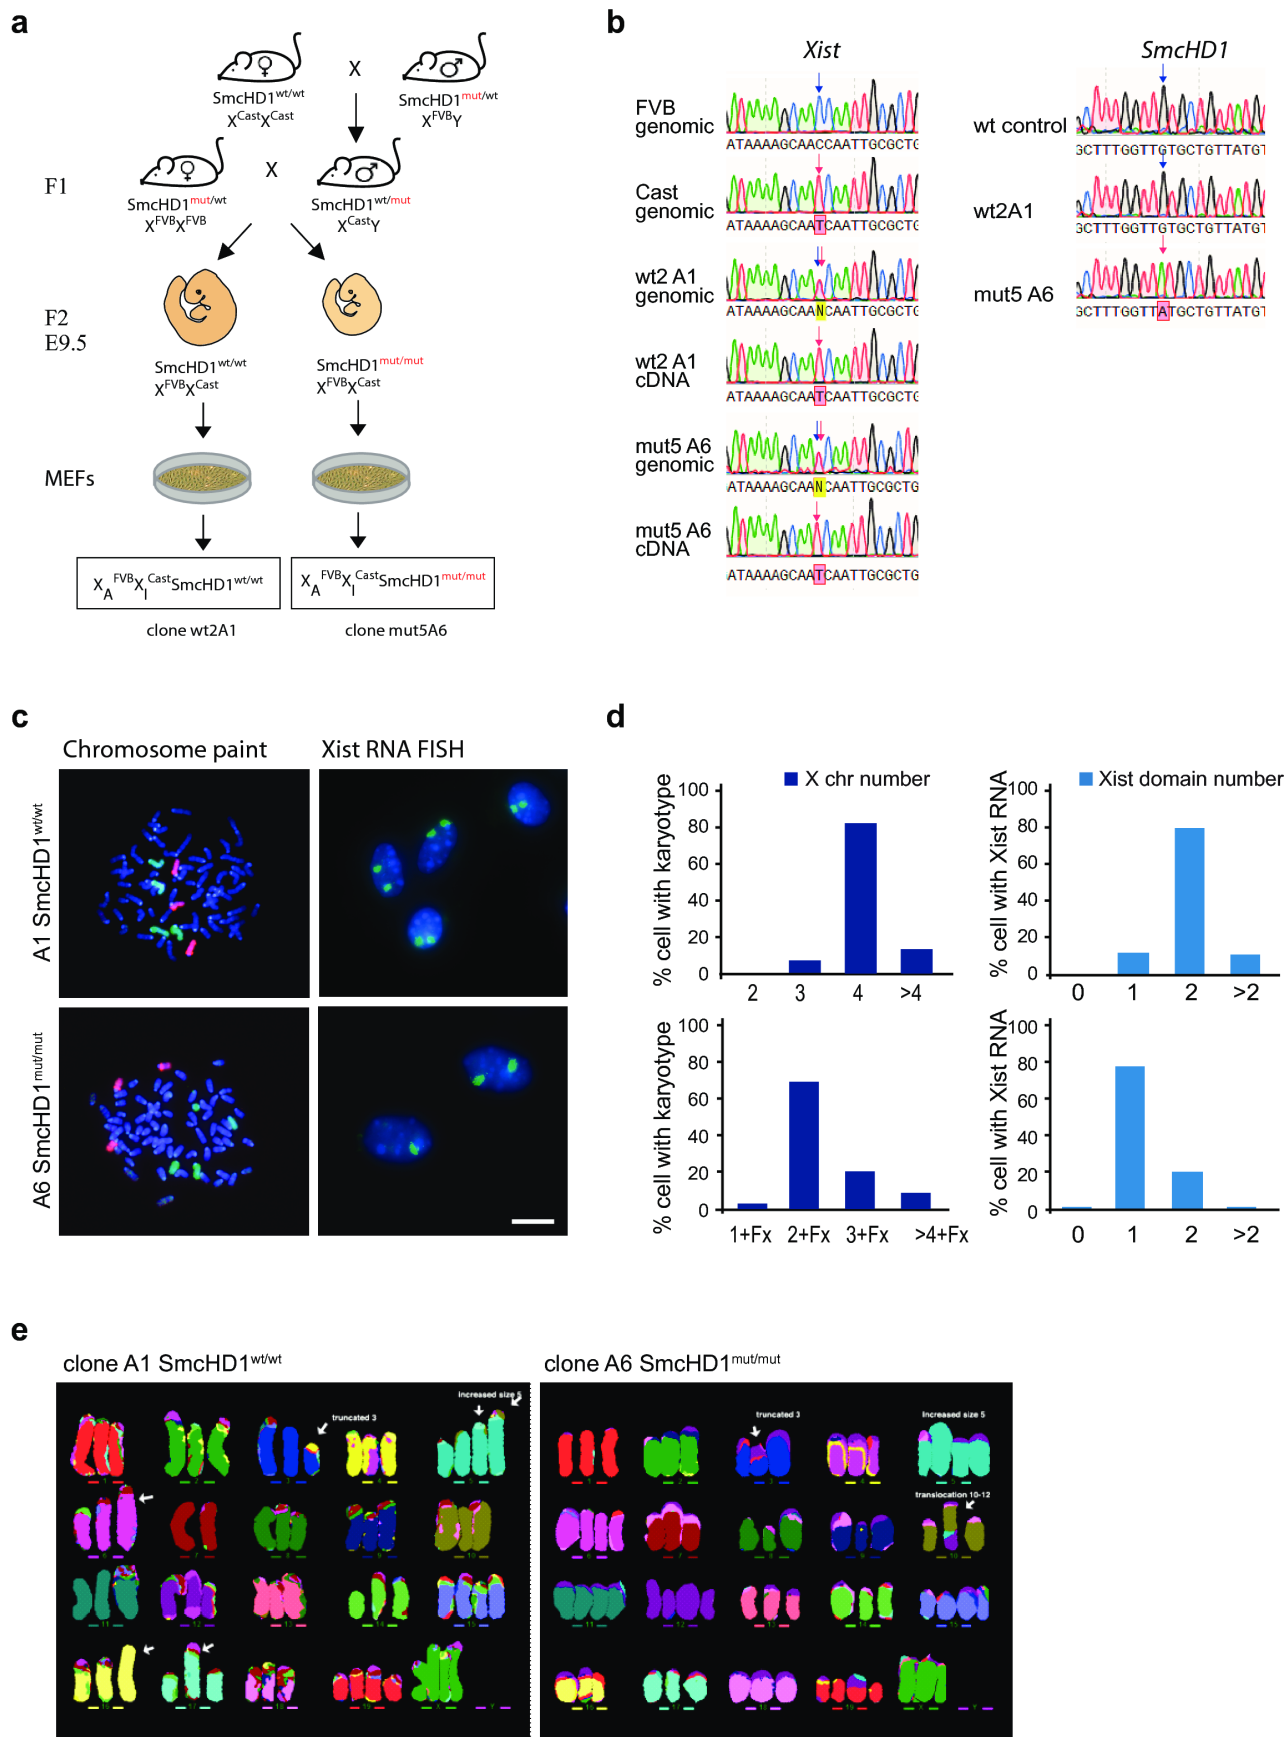

**Supplementary Fig. 1** A MEF cell model for allele specific analysis of Xi/Xa. **a** Schematic

indicating genotypes and direction of crosses used to generate F2 embryos for MEF lines. Established MEF lines were genotyped and subcloned to isolate clonal lines carrying either castaneus (cast) or domesticus (FVB) Xi. **b** Left; sequencing traces of FVB, castaneus and F2 progeny Xist PCR fragments encompassing SNP region. Genomic and cDNA traces are shown to identify the origin of Xi for the cell lines studied. SNP is indicated in blue (C, FVB) or red (T, Cast) arrow. Right; sequencing traces of wt and mutant SmcHD1 PCR fragments. wt (G, blue arrow) and SmcHD1 mutant (mut) (A, red arrow) SNPs are indicated. **c** Karyotype analysis of the wt (clone A1, top) and mut (clone A6, bottom) cell lines. Total number of X chromosomes detected by Chr X paint is shown in green and Chr 8 in red. Xist RNA FISH shows the number of inactive X chromosomes. Bar, 10  $\mu$ m. **d** Quantification of the karyotype and Xist RNA FISH analyses. At least 32 metaphase spreads and over 130 cells were scored for karyotyping and RNA FISH, respectively. **e** Examples of multiplex in situ hybridisation (M-FISH) karyotypes of the wt (left) and mut (right) cell lines.

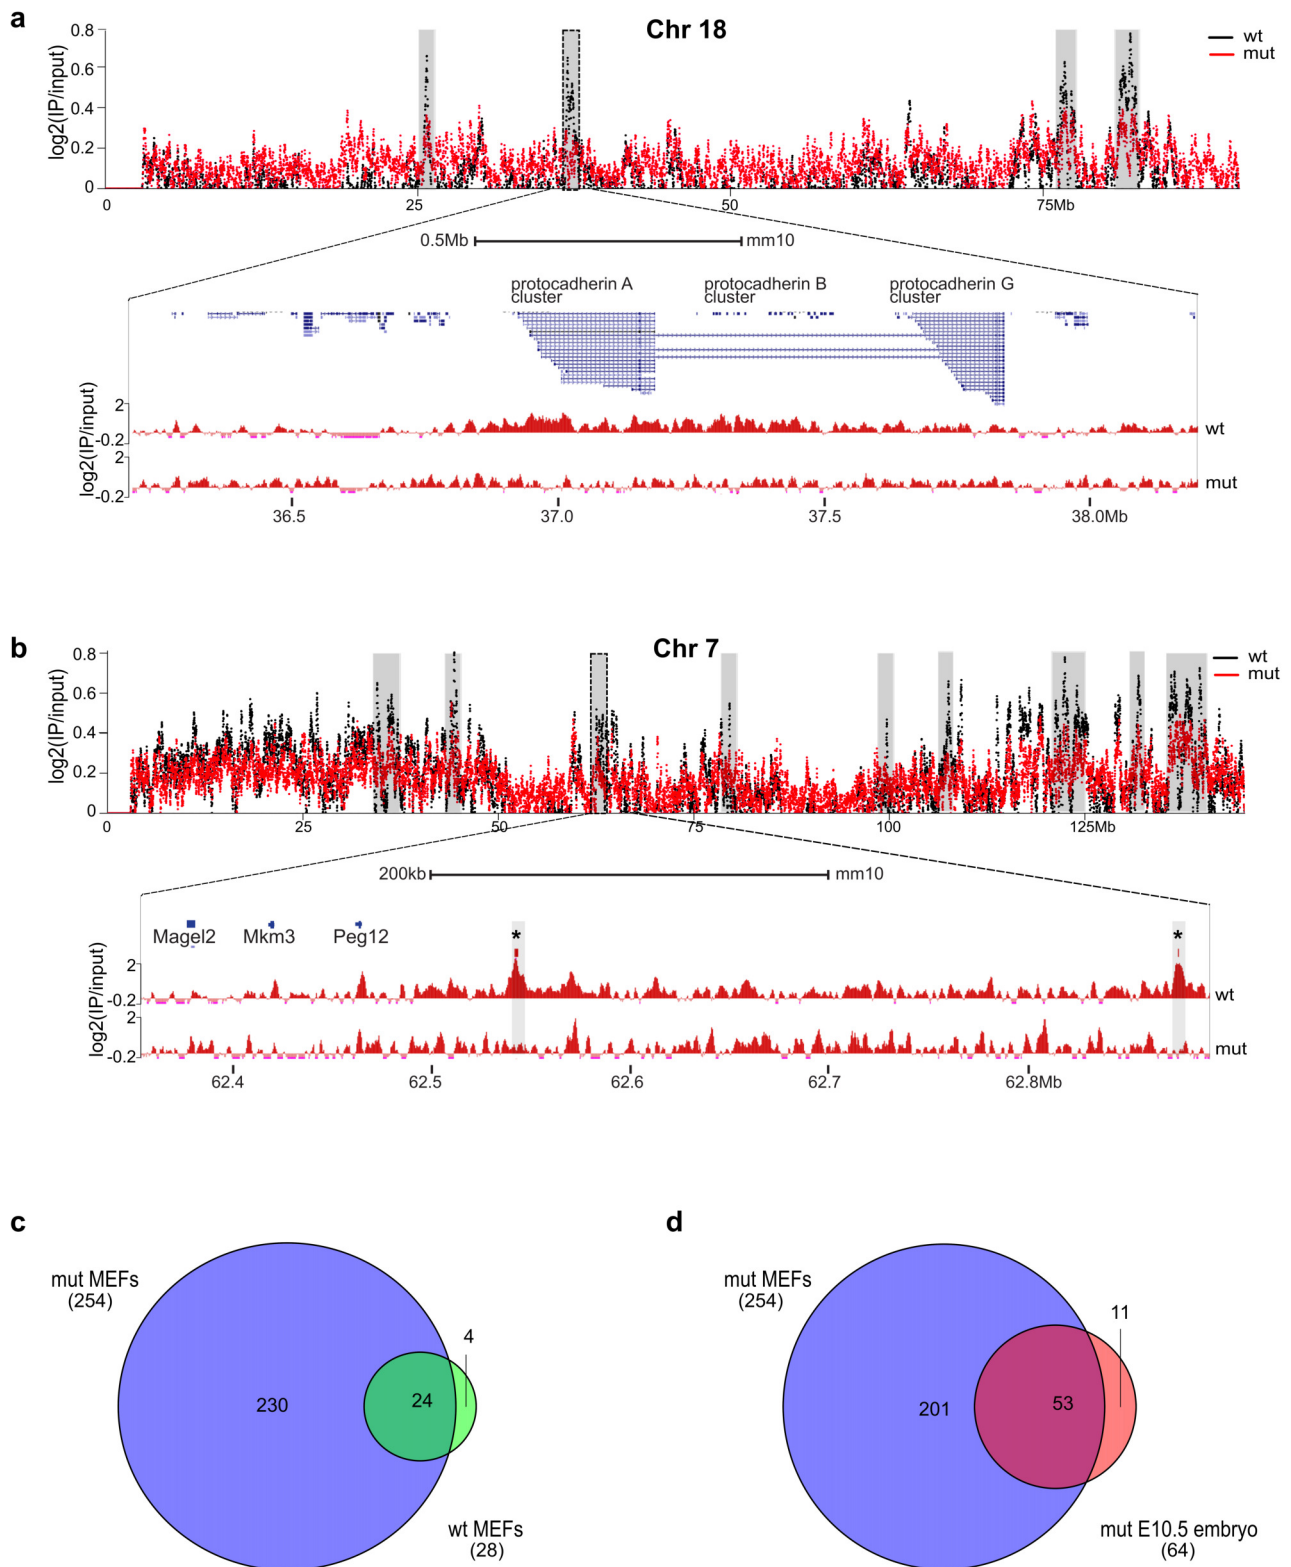

**Supplementary Fig. 2** Analysis of SmcHD1 occupancy and transcription on Xi **a** Chromosome-wide profiles of SmcHD1 occupancy on Chr18 as allele-specific ChIP-seq log<sub>2</sub> ratios of IP to input per 500 kb binned into 10 kb intervals. Profiles from wt (black) and SmcHD1 mutant (mut) MEFs (red) are presented. Regions enriched for SmcHD1 are shaded with magnification shown for the protocadherin cluster. **b** Chromosome-wide profiles of SmcHD1 on Chr 7 presented as in (a). Magnified region covers the imprinted gene cluster Magel2, Mkm3, and Peg12. Specific peaks indicated with, small red boxes above the tracks, asterisks

were also reported in an independent study<sup>37</sup>. **c** Genes expressed from Xi in mut and wt MEFs. Total number for each cell type is shown in brackets. **d** Comparison of genes expressed from Xi in mut MEFs in this study, and in embryonic E10.5 cells with the same mutation, as published previously<sup>34</sup>. Total number for each study is shown in brackets.

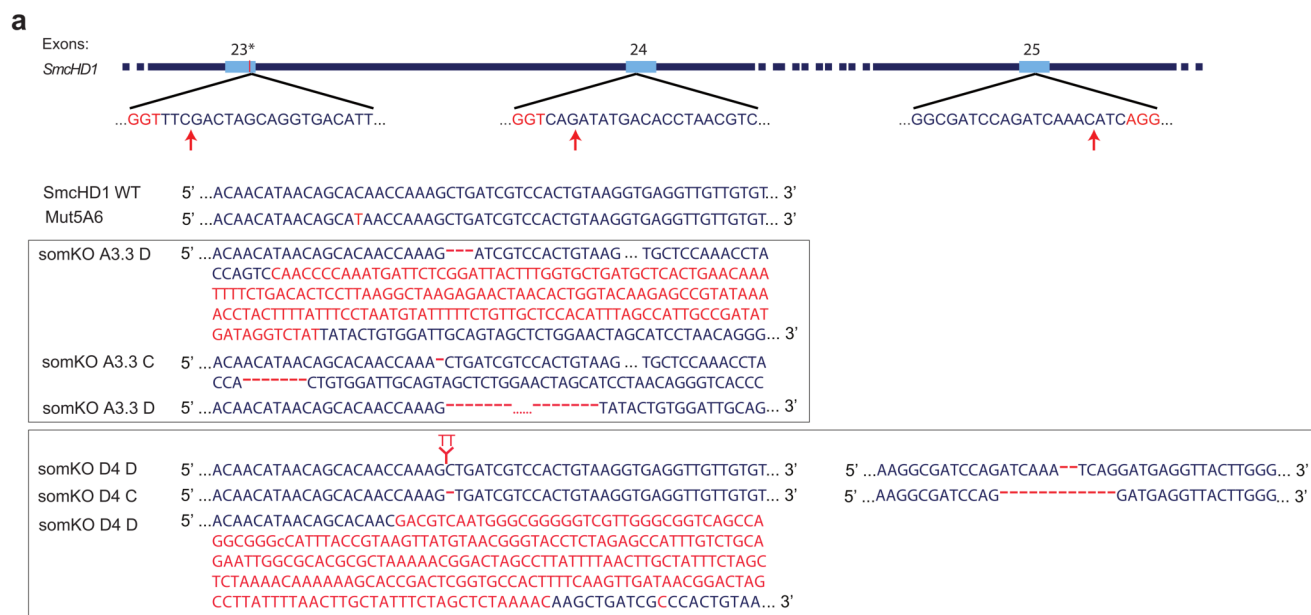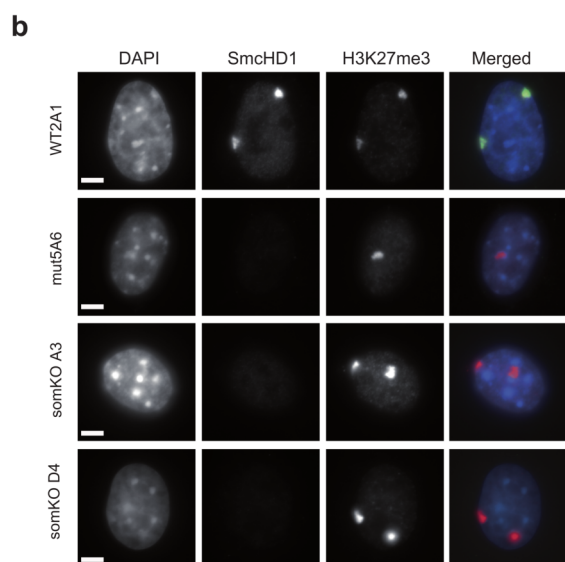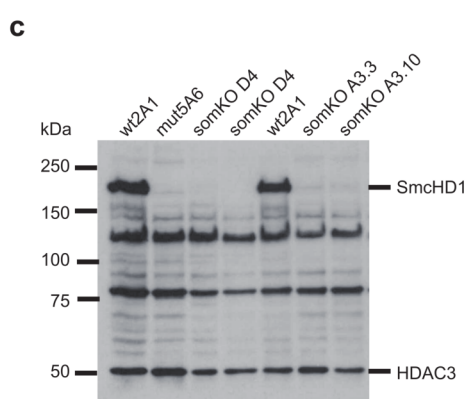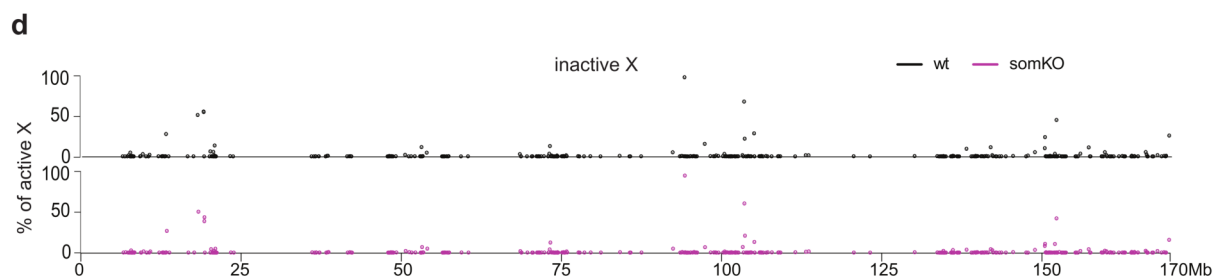

**Supplementary Fig. 3** Generation and characterisation of *SmcHD1* somatic knockout MEF lines. **a** Strategy for acute CRISPR-Cas9-mediated mutagenesis of *SmcHD1* gene. Relative position of the MommeD1 point mutation is indicated by the vertical red bar at the distal part of the exon 23. The positions of guide RNAs relative to *SmcHD1* exons are shown, with PAM sequences (red font) and predicted cleavage sites (red arrows) indicated. Two sgRNAs for exons 23 and 24 were used to generate a mutant clone A3.3 and two sgRNAs for exons 23

and 25 were used to generate clone D4. An alignment of wt with mutated sequences of *domesticus* (D) and *castaneus* (C) alleles of the clones A3.3 and D4 is shown below. As both clones are triploids, three independently mutated alleles are shown for each clone. Deletions are shown by red dashes and insertions/mutations are shown in red font. **b** Immunofluorescence analysis of SmcHD1 and H3K27me3 in wt, SmcHD1 *null* (mut) and SmcHD1 somatic knockout (somKO) MEF lines. Images show representative examples of cells with H3K27me3 Xi domains in all cell lines and loss of SmcHD1 Xi domains in mut and somKO cells. Scale bar is 5  $\mu$ m. **c** Western blot analysis of somKO MEF lines in comparison with wt and mut MEFs. HDAC3 is included as a loading control. Bands of approx. 80kDa and 130kDa are non-specific proteins recognised by the SmcHD1 antibody. Molecular weight markers are shown on the left. **d** Gene de-repression on wt and somKO Xi, presented as % of Xa expression.

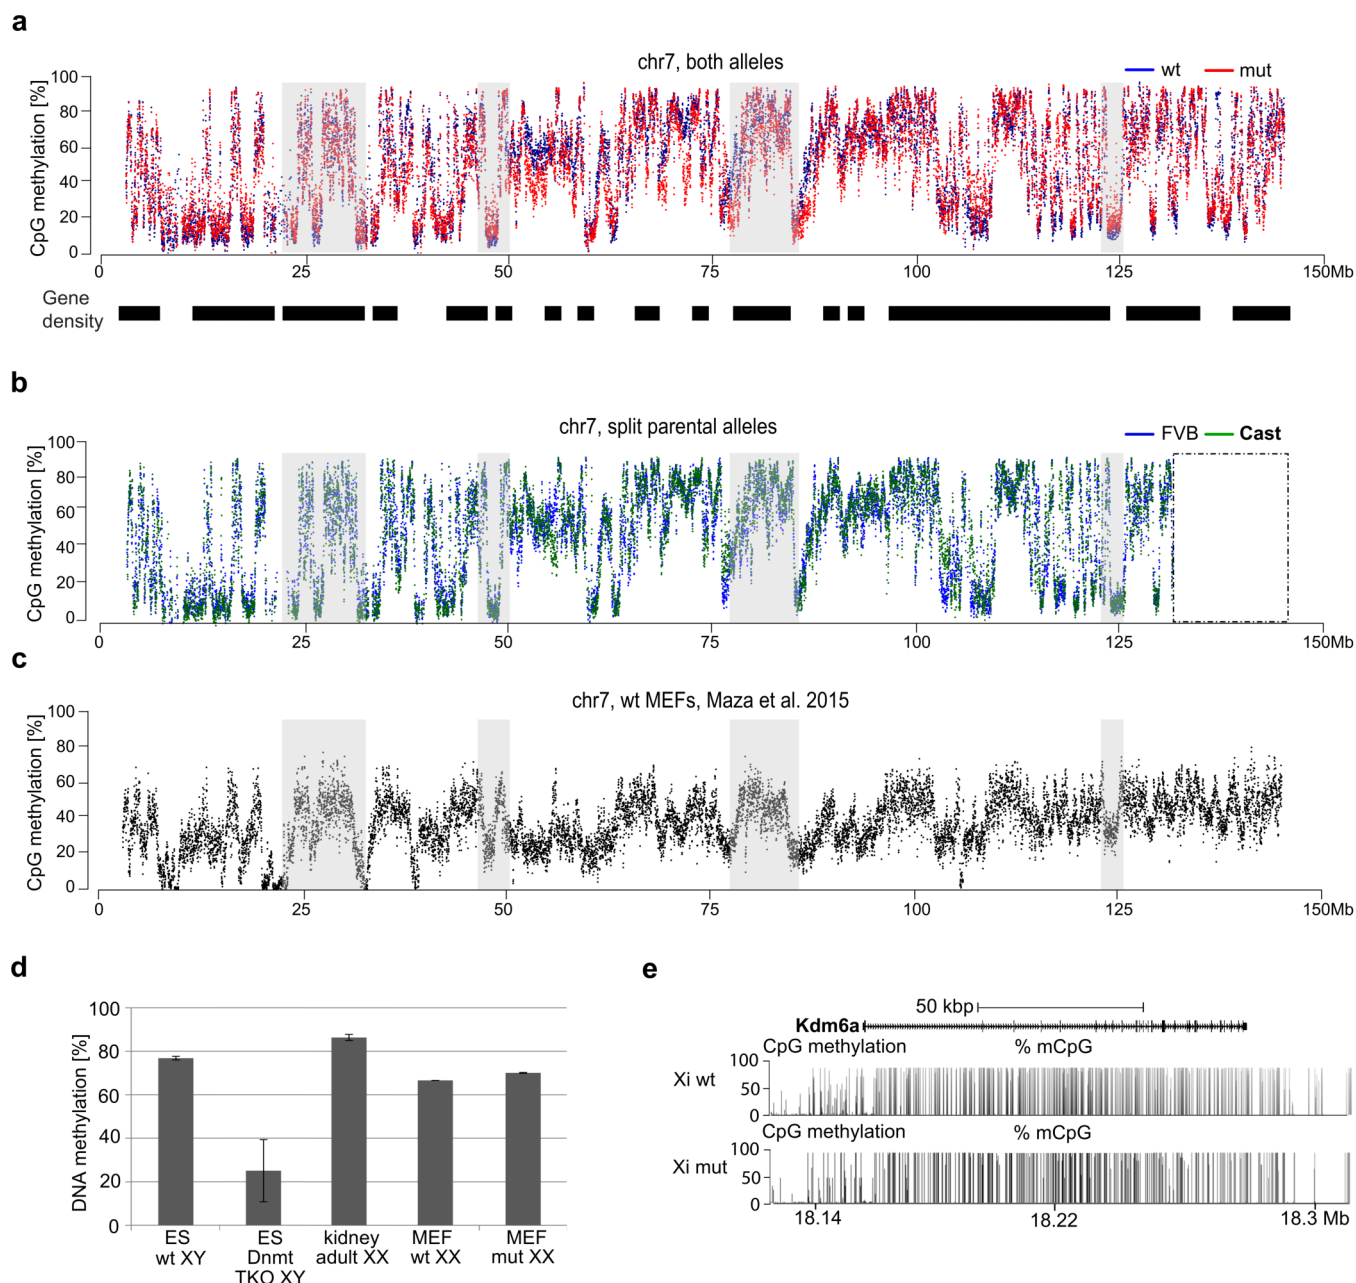

**Supplementary Fig. 4** DNA methylation in wt and SmcHD1 mutant MEFs. **a** DNA methylation profile of Chr 7 in wt and SmcHD1 mutant (mut) MEFs plotted as % of mCpG averaged within 10 kb bins. Grey shading depicts example regions of similarity with allele-specific alignment (b) and published MEFs WGBS data set. Bars below the plot indicate regions of high gene density. **b** Allele-specific DNA methylation profiles of wt Chr7 in plotted as % of mCpG averaged within 10 kb bins. Reads aligning to chromosome originating from different strain in blue (FVB) and green (M.m.castaneus). White box depicts region where chromosomes are undistinguishable (possibly due to meiosis). **c** DNA methylation profile of Chr 7 using published MEF WGBS data<sup>38</sup>. **d** Global DNA methylation level of MEF lines used in this study and embryonic stem (ES) cells or adult tissue determined by HPLC. TKO denotes Dnmt1, Dnmt3a, Dnmt3b triple knockout ES cells. **e** Example of DNA methylation profile of known escapee, Kdm6a (UCSC screen shot).

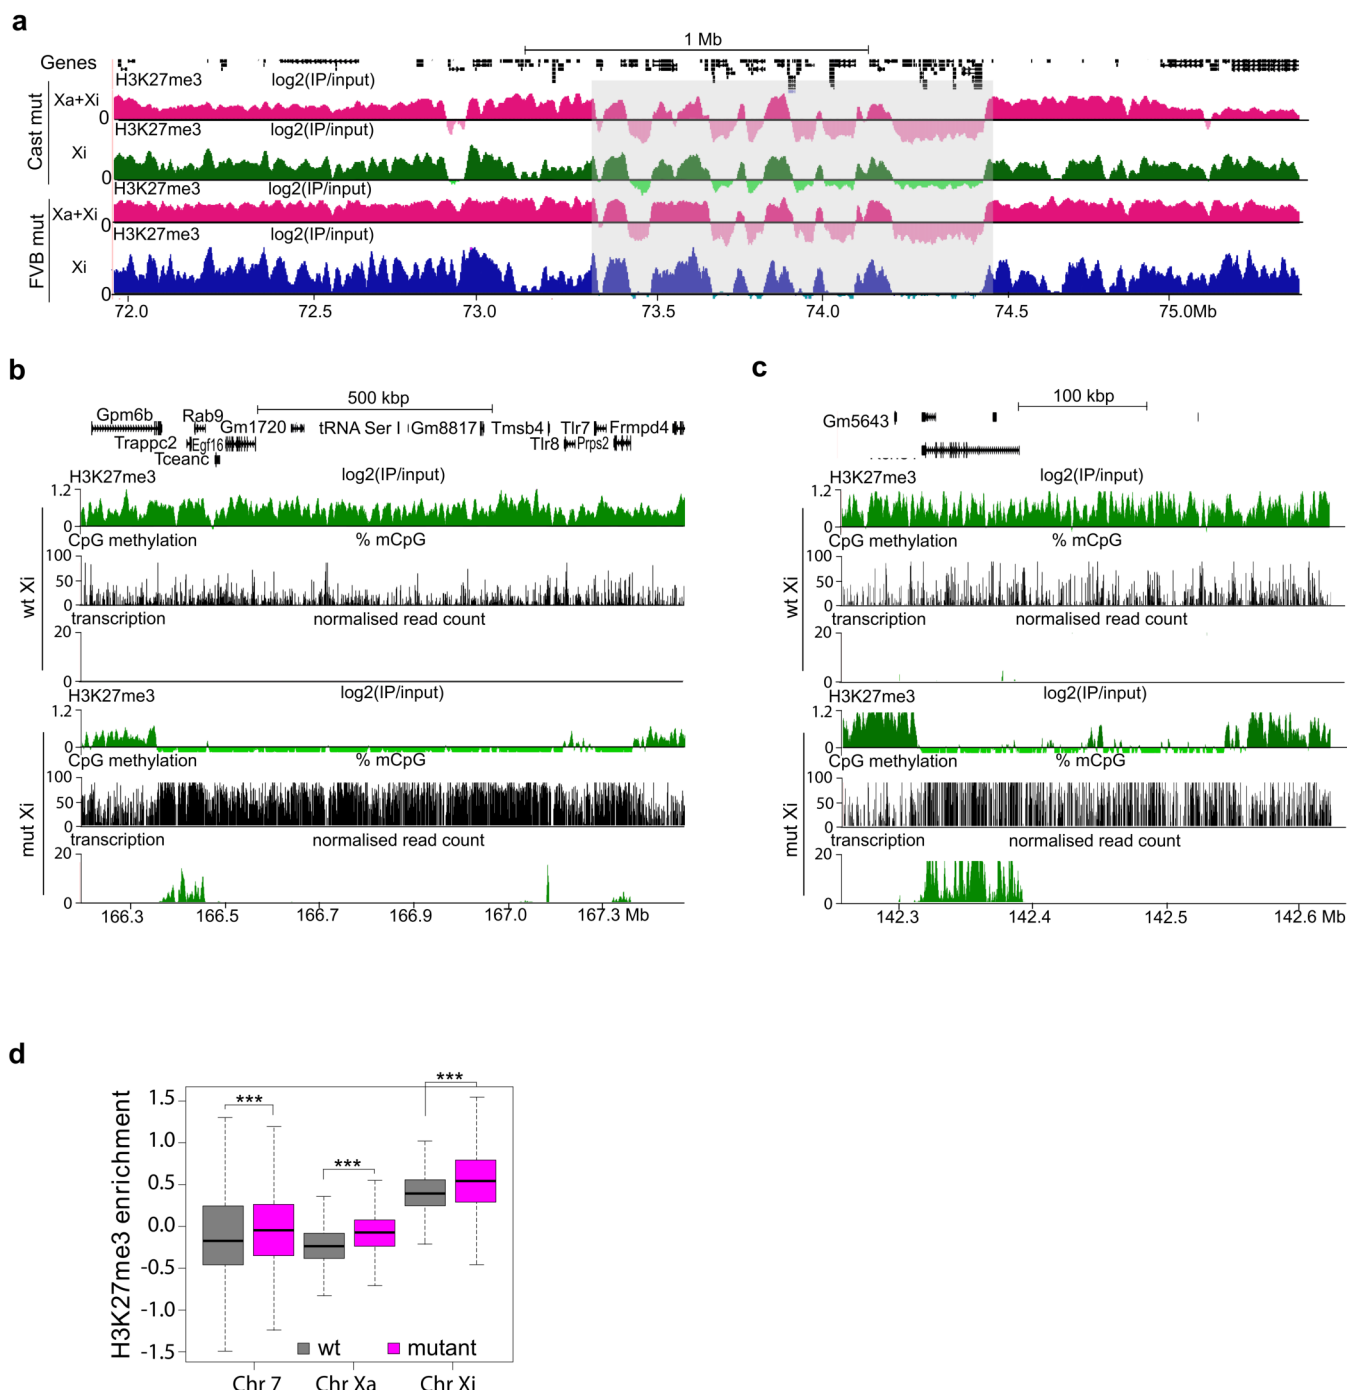

**Supplementary Fig. 5** Domains depleted of H3K27me3 in SmcHD1 mutant MEFs. **a** Example of region on chrX with H3K27me3 depletion domains in the mut5 A6 clone used throughout the study with Xi derived from M.m.castaneus (Xa from FVB strain ) and in cell line mut5 E1 coming from different parents and with Xi from FVB (Xa from M.m.castaneus). **b** Example showing large domain that is H3K27me3 depleted on the SmcHD1 mutant (mut) Xi and that encompasses both transcribed and silent genes. **c** An example of an H3K27me3 depleted domain in which there are no annotated genes or detectable transcription. **d** H3K27me3 enrichment within 10kb bins on chr7, X (both alleles), Xa and Xi in wild-type and, shown here, germline SmcHD1 mutant MEFs. Boxplots present quartiles, median and outliers. ChIP log2 ratios of IP to input per 500 kb. Significance estimated with Mann-Whitney test ( $p$ -value  $< 10^{-4}$ ).

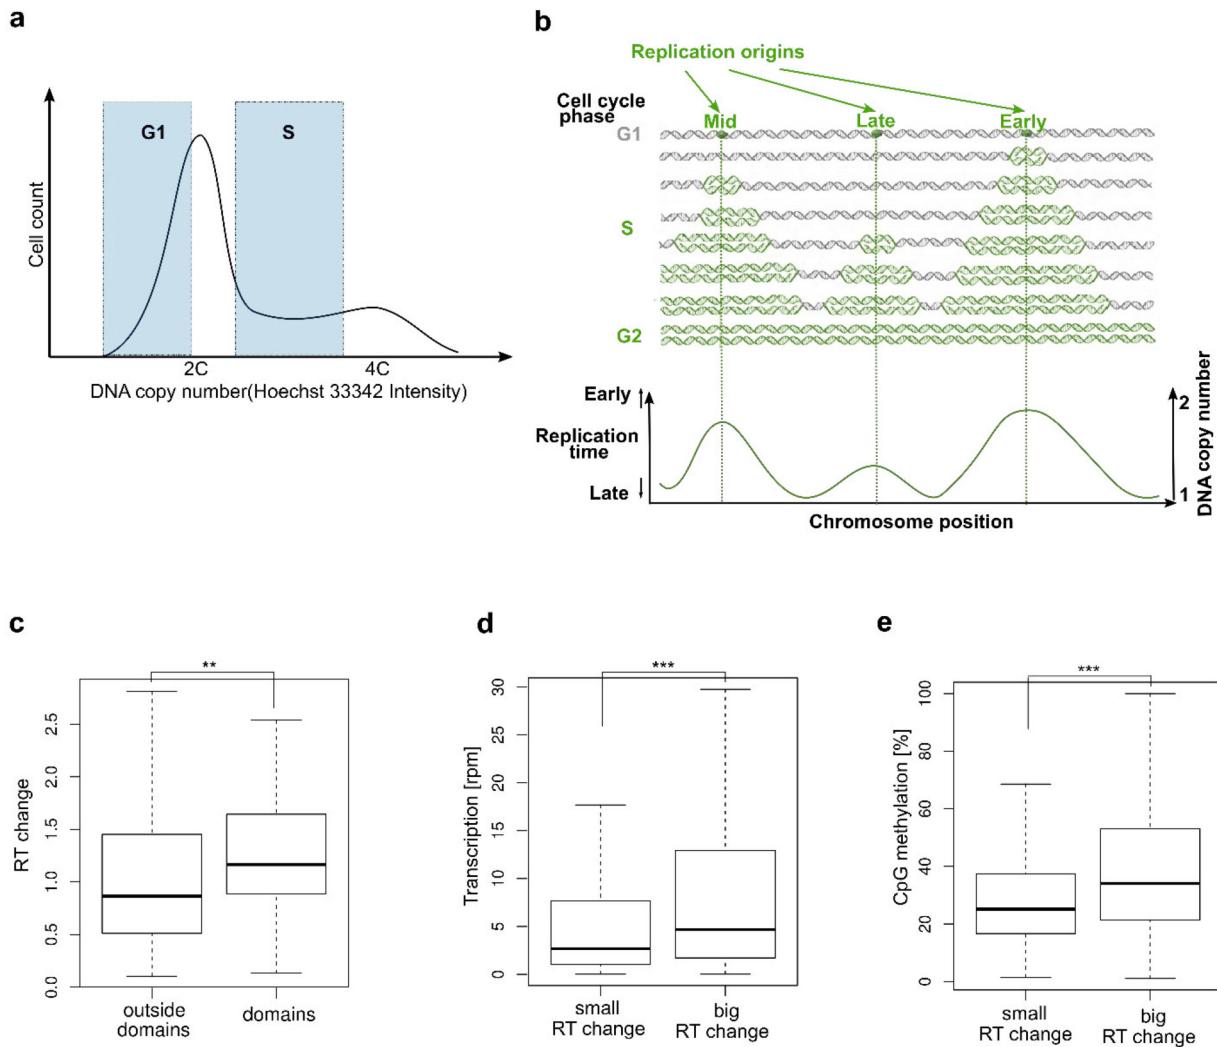

**Supplementary Fig. 6** Generation of genome-wide replication timing profiles using Repli-seq. **a** Asynchronously proliferating cells are flow-sorted based on their DNA content (Hoechst 33342) into G1 and S phase fractions. **b** All cells in S-phase have early replicating regions of DNA copied, but regions replicating later are doubled only in cells which are more advanced in genome replication. Therefore in DNA extracts from asynchronous cell populations, early replicating DNA is most abundant. The later replication occurs, the lower is the copy number of the DNA sequence. Thus, S-phase DNA copy number profile obtained with high-throughput sequencing (coverage profiles, PCR-free library prep), normalised with an analogous profile for G1 phase from the same cell population, allows the genome-wide replication timing profile to be obtained. Source: [www.amnonkoren.com](http://www.amnonkoren.com), with permission of author. **c** RT change: difference in the replication timing shift between Xa and Xi in wt and mut MEFs within H3K27me3 depletion domains and outside of these domains. Replication timing estimated as Z-score of G1/S read densities. Throughout the figure, boxplots present quartiles, median and outliers. Significance estimated with Mann-Whitney test ( $10^{-2} < p\text{-value} < 10^{-4}$ ,  $*** p\text{-value} < 10^{-4}$ ). **d** Difference in transcription levels (reads per million from both strands, binned in 10 kb) in region of large (above the median) and small (below the median) RT change. **e** Difference in CpG methylation (% of methylated cytosines binned in 10 kb) in region of large (above the median) and small (below the median) RT change.

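For the sets of bins inside and outside H3K27me3 depletion domains, the RT change was also taken without its sign. The median of the absolute RT change was 1.05 in bins with a mark and 0.739 in bins without one, a difference of 0.310. The SD over bins of the signed RT change was 1.32 in marked and 1.04 in unmarked bins. Neighbouring bins share replication domains, so they are not independent values in a comparison of these sets.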

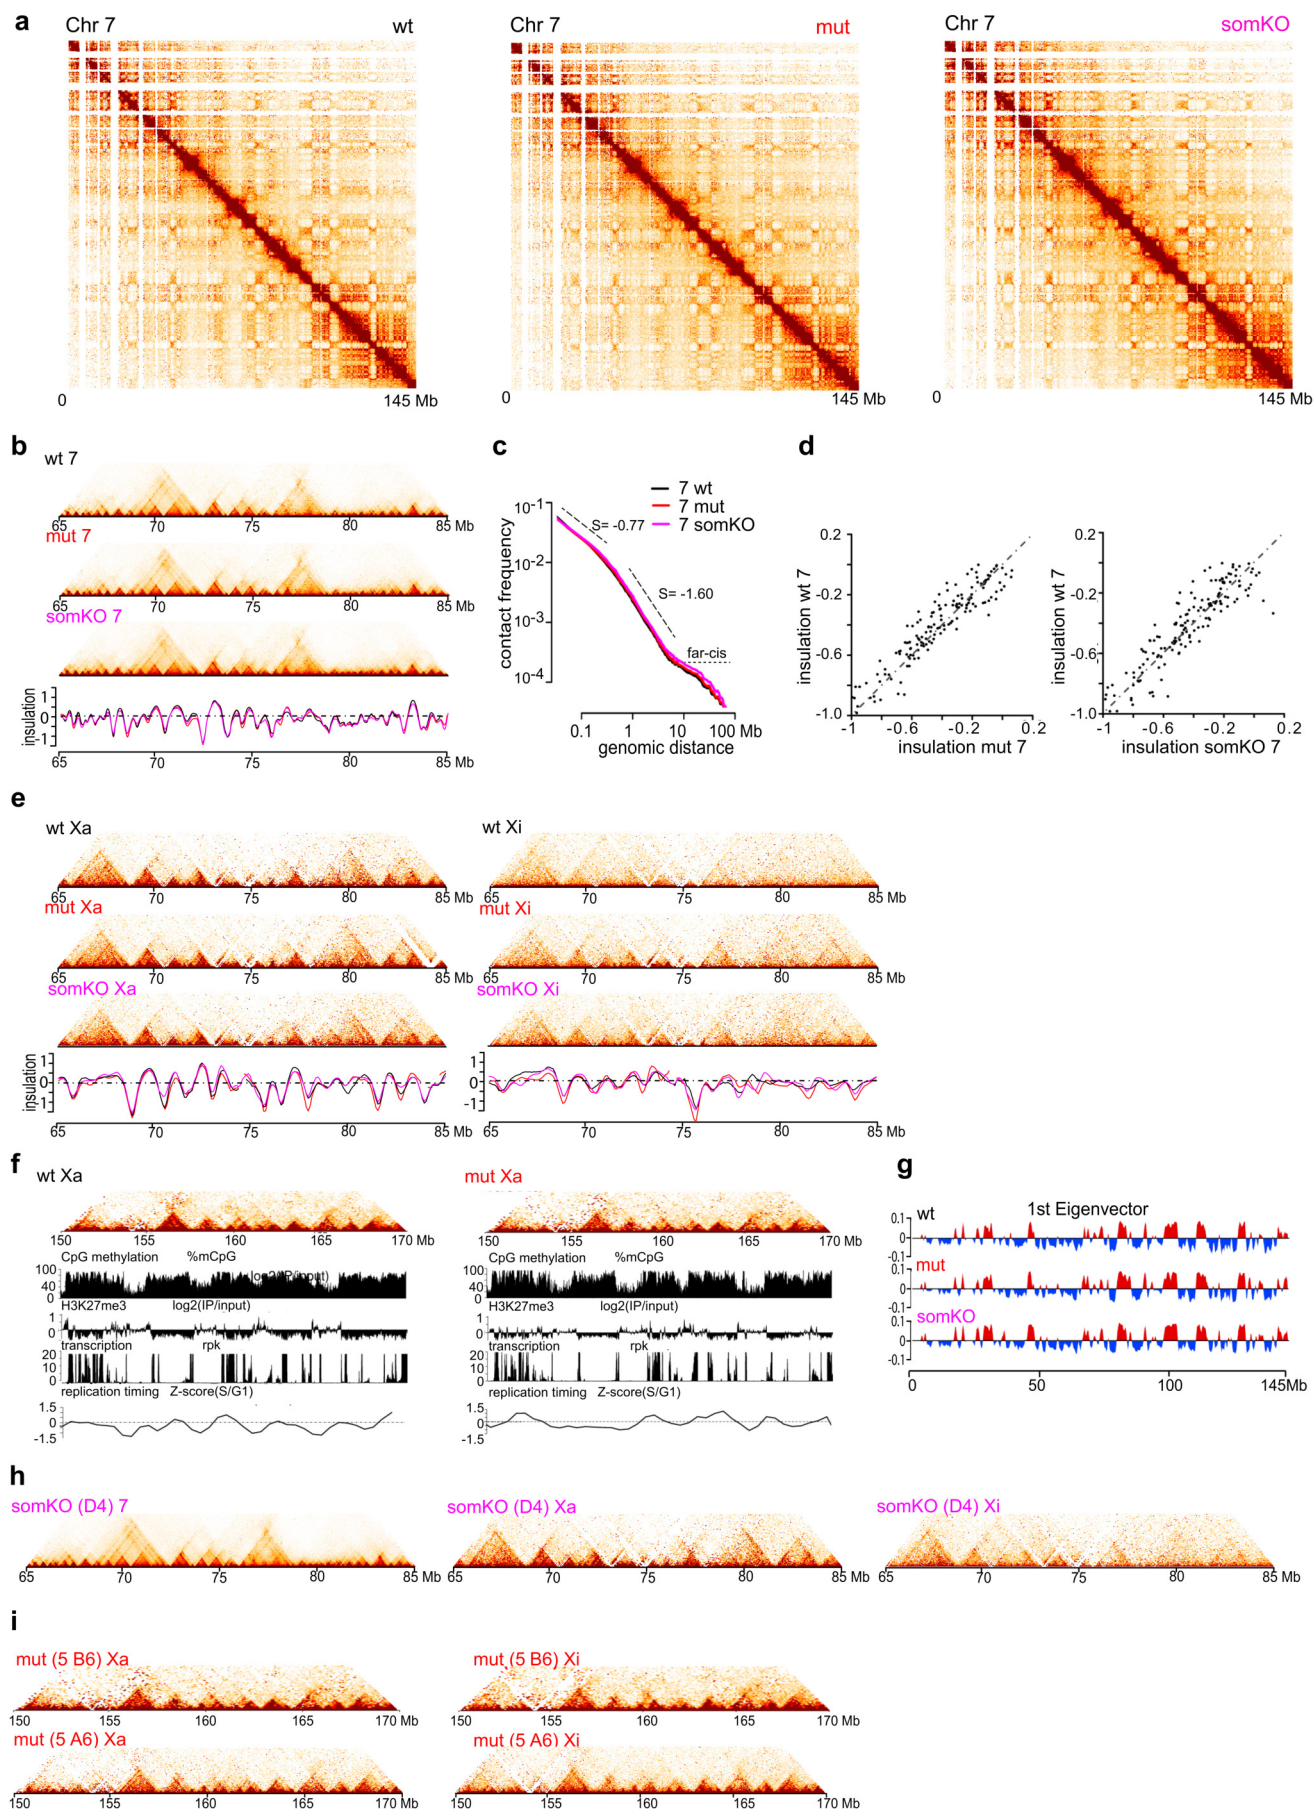

**Supplementary Fig. 7** Higher-order structure of autosomes and Chr X in SmcHD1 mutant and wt MEFs. **a** Heatmap depicting Hi-C interactions for Chr 7 of wt, SmcHD1 mutant (mut) and somatic knockout (somKO) MEFs. Interaction matrices were generated from Hi-C

interactions normalised for the available read number per chromosome, KR-balanced and binned into 250 kb bins. **b** Heatmaps presenting local chromatin conformation of two representative 20 Mb regions on Chr 7. Interactions binned into 50 kb bins. **c** Distribution of the distances separating interacting loci for distinct cell lines for chr7. Slopes of linear parts of curves and far-cis interactions indicated as in Fig.5d. **d** Insulation scores at wt chr7 TAD borders calculated for wt vs mut Xi (left) and wt vs somKO MEFs. **e** Local Hi-C interactions within 20 Mb region surrounding “hinge” between the mega-domains on ChrX. Allele-specific Hi-C heatmaps for Xa and Xi of wt and mut MEFs were generated as in Fig. 6D. **f** Similar to Fig.5h, allele-specific Hi-C heatmaps of Xa of the wt and mut MEFs aligned with respective DNA methylation, H3K27me3, transcription and replication timing profiles for the distal 20 Mb of Chr X. **g** First EigenVector values for Xi and Xa of wt, mut and somKO cells. A compartments coloured in red, B compartments in blue. **h** Hi-C heatmap as in Fig.S7b presenting data reproducibility from a different somKO clone (D4) **i** Hi-C heatmap comparing data from independent mut cell lines, mut 5 B6 (100kb bin) and clone mut5 A6 (50 kb bin).

**a**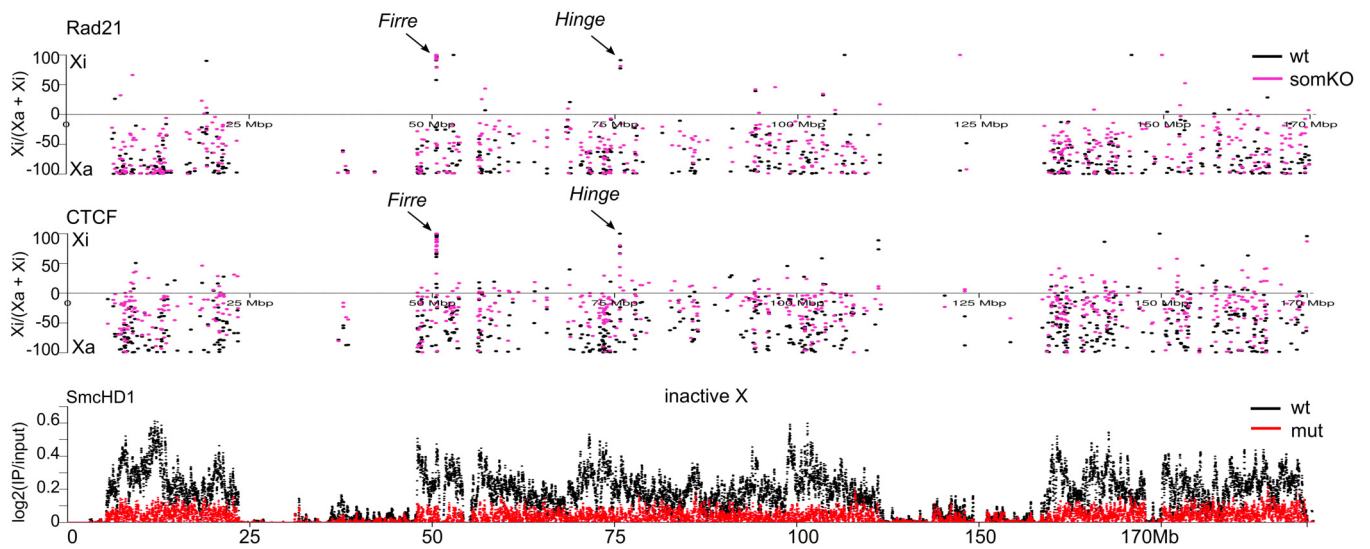**b**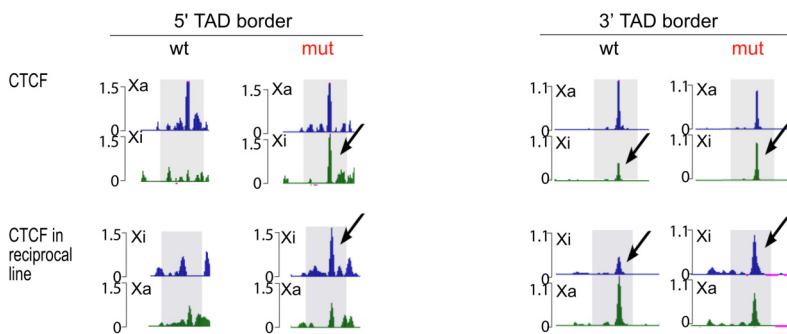

**Supplementary Fig. 8** CTCF and Rad21 ChIP-seq analysis. **a** Chromosome-wide occupancy of Rad21 (top panel) and CTCF (middle panel) for Xi or Xa, estimated for distinct peaks occupied in all three cell lines. Values for wt (black) and SmcHD1 somatic knockout (somKO) MEFs (red) calculated as in Fig.6a. Black arrows depict Firre and Hinge loci. Bottom track shows for reference SmcHD1 occupancy profile on the wt Xi as  $\log_2(\text{IP}/\text{input})$  in 10 kb bins. **b**. Similarity in allelic skew in the CTCF occupancy in reciprocal wt and SmcHD1 mutant (mut) cell lines. CTCF binding at the TAD borders presented on the Fig. 6.c,d in reciprocal wt and mut mefs in comparison with the original lines used in other experiments. Arrows denote Xi (FVB in reciprocal cell line, M.m.castaneus in the original cell lines used initially). CTCF signal in the 5' border of reciprocal wt cells is not visible due either to low mappability or a SNP mutation.

| Name                 | Application                   | Sequence 5' → 3'            |
|----------------------|-------------------------------|-----------------------------|
| <b>SmcHD1_1412</b>   | gRNA                          | caccgTTACAGTGGACGATCAGCTT   |
| <b>SmcHD1_1414</b>   | gRNA                          | caccgCTGCAATCCACAGTATAGAC   |
| <b>SmcHD1_1415</b>   | gRNA                          | caccGGCGATCCAGATCAAACATC    |
| <b>SmcHD1_TNK208</b> | genotyping/screening KO       | GGAAGGTAGAATTTACTAAGTTTTGC  |
| <b>SmcHD1_TNK227</b> | Genotyping/screening KO       | ATTTAAGGCTTAACTTTAGAGCTG    |
| <b>SmcHD1_TNK289</b> | Screening/characterisation KO | TGTTGGAAGTAACTGTTAAACAG     |
| <b>SmcHD1_TNK290</b> | Screening/characterisation KO | GGCAGCAGTGTTAGCTGTGG        |
| <b>SmcHD1_TNK291</b> | Screening/characterisation KO | AATGAAAGCAGTAGCTTACAGG      |
| <b>SmcHD1_TNK330</b> | Screening/characterisation KO | CCAAGGATGGTGTAAATATTG       |
| <b>Uba1XA</b>        | genotyping XX/XY              | TGGTCTGGACCCAAACGCTGTCCACA  |
| <b>Uba1XB</b>        | genotyping XX/XY              | GGCAGCAGCCATCACATAATCCAGATG |
| <b>Xist_SX20</b>     | genotyping Xist SNP           | AGTGGGTGTTTCAGGGCGTGG       |
| <b>Xist_SX21</b>     | genotyping Xist SNP           | CTATCCCCTAGTCCTCTGCGG       |

**Supplementary Table 1 Oligonucleotides used in this study**

| Antibody                           | Raised in | Source            | Reference/<br>Cat. No. | Dilution for<br>IF | Dilution<br>for WB | Used per<br>IP |
|------------------------------------|-----------|-------------------|------------------------|--------------------|--------------------|----------------|
| <b>H3K27me3</b>                    | Rabbit    | Diagenode         | C15410069              | -                  | -                  | 5µg            |
| <b>IgG</b>                         | Rabbit    | Sigma             | M7023                  | -                  | -                  | 5µg            |
| <b>SmcHD1 anti-mouse</b>           | Rabbit    | Raised in house   | Brideau et al, 2015    | 1:500              | 1:1,000            | 10µl           |
| <b>Rad21</b>                       | Rabbit    | Abcam             | ab992                  | -                  | -                  | 5µg            |
| <b>CTCF</b>                        | Rabbit    | Millipore         | 07-729                 | -                  | -                  | 5µl            |
| <b>H2AK119u1</b>                   | Rabbit    | Cell Signalling   | mAb #8240              | 1:1,000            | -                  | -              |
| <b>H3K27me3</b>                    | Mouse     | Active Motif      | 61017                  | 1:1,000            | -                  | -              |
| <b>Alexa 568 anti-mouse IgG</b>    | Goat      | Life Technologies | A11031                 | 1:500              | -                  | -              |
| <b>Alexa 488 anti-rabbit IgG</b>   | Goat      | Life Technologies | A11008                 | 1:500              | -                  | -              |
| <b>Anti-HDAC3 [Y415]</b>           | Rabbit    | Abcam             | mAb ab32369            | -                  | 1:5,000            | -              |
| <b>Anti-rabbit IgG, HPR</b>        | Donkey    | Amersham          | NA934                  | -                  | 1:2,000            | -              |
| <b>IRDye 800CW anti-rabbit IgG</b> | Goat      | Li-COR            | 926-32211              | -                  | 1:15,00            |                |

**Supplementary Table 2 Antibodies used in this study**

How the deposited data were processed for this re-analysis (not part of the article)

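Repli-seq was analysed for wt and SmcHD1 mut MEFs, from 8 samples with 2 replicates of each fraction (G1 phase and S phase) per genotype and 1 clone per genotype. The authors mapped the reads with bowtie2 to mm10 with SNP positions masked, split them by allele, counted them in 500 kb bins and deposited a score per bin of chromosome X, the Z-score of the S/G1 ratio normalized by read number. The bins whose mean and SD entered the Z-score, and the software versions, are not stated in the paper's text. The authors also deposited a score for reads not split by allele, on another scale whose transformation is not stated. Replicates are pooled in all 6 tracks. No error between replicates, no p-value across samples and no depth per sample could therefore be computed, and genotype cannot be separated from clone.

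The 343 bins were joined to GENCODE M21 on the same genome build to count protein-coding genes by bin, of which chromosome X has 948, with 709 in the dark bins. Bins with a constant repeated at least 20 times in a track were taken to have no reads and left out. The stretches drawn dark in Fig. 4, 32 marks of H3K27me3 depletion, 5 orange boxes and 6 yellow boxes were read from the picture of Fig. 4. The marks come from ChIP-seq, whose values were not analysed here. The RT change was Xa minus Xi in wt, minus Xa minus Xi in mut. It was split into the change of Xi (mut minus wt) and of Xa (wt minus mut). Early bins were those with a wt Xa score above 0. This choice selects bins on the error of wt Xa, so a split on gene number was set beside it.

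Results are descriptions over bins. Intervals at 95% come from a circular block bootstrap with blocks of 10 bins (5 Mb) and 5000 samples. Differences were ranked among 214 circular shifts along the analysed bins, and the difference at the marks also among 10000 random sets matched in 5 strata. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and Pillow 12.0.0. The methods were tested on simulated data with 215 bins. The bootstrap interval held the true difference in 89% of 200 simulations, so intervals are somewhat narrow. Without a difference, 6% of 200 simulations lay above the 95th percentile of the shifts, and with a difference of 0.5, 75.5% did. Without a difference, 18% of 50 simulations lay above the 95th percentile of the matched sets, so a high percentile there is weaker evidence than its number. With the difference of 0.5, 100% did. The simulations of matched sets had noise independent between bins, matched on a variable without error, and ranked a difference of means. In the data wt Xa carries error, neighbouring bins are not independent, and the RT change was ranked by medians. Neither percentage for matched sets therefore gives the error rate or the power in these data.

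The regions named were fixed before the data were examined as the boxes of Fig. 4b, the distal 20 Mb, and the 3 runs of neighbouring bins with the largest and the 3 with the smallest RT change, with their protein-coding genes. Only 2 runs of the second kind were found. What counts as a run, at least 2 neighbouring bins beyond the 90th or the 10th percentile, was settled after the data were examined. Of the 3 runs of the first kind, 1 is not described in the text.

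Alternatives set before the data were examined covered the bins used, rescaling of the tracks, a running mean of 3 bins, limits on the score, other definitions of early bins and of marked bins, the absolute RT change, and sets matched on wt Xa. Alternatives chosen after seeing the data were a common divisor for all tracks, marks and boxes moved by 1 bin, and sets matched on the unsplit reads of wt or on gene number, where ties left 4 strata.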

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

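The test of the amplitude of the whole library was chosen after the result was seen; the test of equal weights was set before its own value was computed.

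The paper does not report on the scores of reads not split by allele, and these differed between genotypes. Their SD over the dark bins was 1.36 times as large in mut as in wt (95% interval 1.25 to 1.47), and over the 120 other bins with values it was 1.35 times as large (1.15 to 1.55). Each genotype has 1 pooled track, so there is no control for this difference. The profiles had the same order, with Pearson's r of 0.872 across the dark bins. The difference between gene-rich and gene-poor dark bins was 1.49 times as large in mut (1.28 to 1.72).

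A larger amplitude of the whole mut library, for example from a different sorting window, would widen Xa as well. On a common divisor the same ratio for Xa was 0.971 (0.801 to 1.19), below that of the unsplit reads by 0.515 (0.273 to 0.734), which argues against this as the whole cause. Xa and Xi added with equal weights gave a ratio of 1.40 (1.09 to 1.85). A wider Xi in mut is therefore a candidate explanation, but the share of Xa and Xi reads in each library is unknown and the scale of the unsplit scores is not stated. A larger share of Xa reads in mut cannot be told apart from it. A difference between the clones apart from SmcHD1 was not tested.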

How the results depend on the processing

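Alternatives with a common divisor, with marks and boxes moved by 1 bin, and with sets matched on unsplit reads or on gene number were chosen after seeing the data, and the others before the data were examined. For 7 results, 71 alternatives were run. Of the 68 that give a value on the scale of the result, 5 left it as it was and say nothing about its stability: the limits on the score for the ratio of SDs and for the RT change at the marks, both rescalings for the gain in r, and the use of all bins for the orange boxes. Of the other 63, 53 stayed within the 95% interval of the reported value and 10 did not; 58 had its direction, 4 the other and 1 neither. The limits on the score changed few bins, since 1 dark bin of mut Xi and none of the other tracks lies beyond them. Direction was judged against 0, and against 1 for the ratio of SDs. The remaining comparisons are the matched sets. No paired analysis was possible because the 2 replicates of each fraction are pooled into 1 value per bin, and for the same reason leaving out a replicate was not possible. The unknown depth limits every result on single bins, and bins outside the dark stretches most.

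Of the 4 changes of direction, 3 came from using all bins with values, and the fourth is the ratio of SDs with the median absolute deviation. The difference of the Xi change between early and late bins was then −51.9, the gain in r with wt Xa −0.315, and the difference of the Xi change at the marks −4.06. The SD ratio of wt Xa to Xi was 1.35 in that setting. Scores outside the dark stretches reach 11556, and means and correlations follow such bins. The median RT change at the marks, which depends less on them, differed by 0.593 and the distal RT change was 0.902.

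The SD ratio of wt Xa to Xi was 1 with tracks rescaled to an SD of 1, by construction, and 0.922 with division by the median absolute deviation over all bins. Both settings divide each track by a spread of its own, and so remove or alter the difference that the ratio measures. On the common divisor, which does not, the ratio was 2.15. Rescaling to an SD of 1 also lowered the RT change in the orange boxes to 0.334 and the difference at the marks to 0.240. The median RT change was then 0.0776 in marked and −0.162 in unmarked bins, so its level in marked bins depends on the scaling. This rescaling removes the differences in mean and SD between tracks that enter the RT change.

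With early bins defined by mut Xa above 0, the difference of the Xi change was 0.959; the cause was not tested. With a running mean of 3 bins, the gain in r was 0.422; the cause was not tested. Outside the setting with all bins, the difference of the Xi change between early and late bins ranged from 0.455 to 0.959, that at the marks from 0.360 to 0.624, and the distal RT change from 0.647 to 1.17.

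The RT change at the marks lay at the 99.5th percentile of circular shifts, but at the 13.7th percentile of sets matched on wt Xa and at the 33.5th of sets matched on the unsplit reads of wt. Both matchings contain wt Xa, which is also part of the RT change. It lay at the 97.8th percentile of sets matched on gene number, which is coarser, with 112 bins in the lowest of 4 strata. On simulated data without a difference, 18% of simulations lay above the 95th percentile of matched sets, so this value is weaker than its number.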

Differences from the paper's values

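The running means of the absolute RT change and of the absolute Xa minus Xi of wt below were tried after seeing the values; all other settings here were set before the data were examined. The paper's values were read by eye from figures, and its text gives no numbers for them.

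The median RT change in bins with a mark of H3K27me3 depletion was 0.654, against the paper's value of about 1.2 in Supplementary Fig. 6c, read by eye. In bins without a mark it was 0.00812, against the paper's value of about 0.87 in Supplementary Fig. 6c, read by eye. The sets compared may differ. Here a dark bin of 500 kb counted as marked where any of 32 marks, read from the picture with an error of up to 2 bins, touched it. The paper's domains came from ChIP-seq and have a mean length shorter than a bin. How much of the gap comes from this was not tested. Among the alternatives set before the data were examined, the absolute RT change, with 1.05 and 0.739, came within 1 bootstrap SD of both values (0.309 and 0.131), and none of the others did for either. The median in marked bins is less sharply separated than that in unmarked bins: 0.654 lies within 2 bootstrap SDs of the paper's value. The highest RT change of a bin was 4.41, against the paper's value of about 2.9 in Fig. 4c, read by eye. A running mean of 3 bins gave 2.79, and none of the other alternatives set before the data were examined closed this gap. The running mean of 3 bins of the absolute RT change, put together after seeing the values from the settings that had closed each gap, gave medians of 1.13 and 0.801 and a highest value of 2.79. The running mean of 3 bins of the absolute Xa minus Xi of wt, another quantity, also tried after seeing the values, gave medians of 1.27 and 0.631 and a highest value of 2.93. It is near the paper's values for marked bins and for the highest, and farther for unmarked bins. Because the absolute RT change with a running mean was chosen on these gaps, its closeness to all 3 values is not independent evidence of how the figures were made.

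The legend of Fig. 4 describes the orange boxes as regions where Xi and Xa are equivalent in mut. In the orange box at 140.1 to 141.6 Mb, of 3 bins, Xa minus Xi was 1.54 ± 1.35 (SD over bins) in mut. Positions were read from the picture with an error of up to 2 bins, which is large for a box of this size. The lines of Fig. 4b fitted their own scores best when moved by 2 bins towards the distal end. On that side of the box lies the run with the highest RT change, which starts at 142000001. The difference from the legend may therefore come from the reading of the picture.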

Other observations

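The test of the line of Fig. 4c was chosen after the result was seen, and so was the limit that decides it; the sets matched on gene number were also chosen then, and the other tests were set before their values were computed.

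In late bins the mut Xi score was below that of wt Xi, by a mean change of −0.216 (95% interval −0.375 to −0.0327). The Z-score divides each track by its own SD, and the score at ratio 0 differs between tracks. On a common divisor, which takes the lowest score of each track as a ratio of 0, the change was −0.0334, with an interval that includes 0 (−0.177 to 0.133), so the later score of Xi in these bins may come from the scaling. An offset shared by both mut alleles was examined by subtracting the Xa change, which left −0.215 (−0.359 to −0.0703) in late bins. Late bins were selected on wt Xa, which enters this value; in gene-poor bins, selected without the scores, it was −0.0253 (−0.231 to 0.230). A shared offset therefore cannot be told apart from a change of Xi alone.

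The larger RT change at the H3K27me3 depletion marks had 2 technical explanations to weigh. A fall of Xa in mut in place of a rise of Xi is argued against by the Xi change itself, which was larger at the marks by 0.548 (0.273 to 0.817). The choice of bins with a high wt Xa score stays open. Among random sets matched on wt Xa, which had a median difference of 0.758, the observed difference lay at the 13.7th percentile and the Xi change at the 86.7th. Among sets matched on gene number, they lay at the 97.8th and the 99.8th percentile. The first matching conditions on a part of the RT change and its error, and the second leaves wt Xa timing free to differ between the sets. An effect of the marks cannot be told apart from the early timing of the marked bins on these values. A biological link of the marks with early timing was not tested.

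The line drawn in Fig. 4c differs from the RT change of the deposited scores. The lines of wt Xa, mut Xa and mut Xi in Fig. 4a, b, read the same way from the picture, correlated with running means of 3 bins of their own scores with r of 0.937, 0.961 and 0.936. These r values cover 180, 69 and 103 bins. For the line of Fig. 4c, r was 0.871 with the absolute Xa minus Xi of wt alone, 0.610 with the absolute RT change and 0.662 with the signed one. They cover 206, 210 and 206 bins. The quantities given for Fig. 4c are 3 of 5 tabulated, and many other combinations of the tracks were tried without a closer one. Each r is the highest of 3 offsets of the picture. No quantity reached the r of the lines in Fig. 4a, b, but those lines cover fewer bins, which limits this comparison. The medians of wt alone at marked and unmarked bins, 1.27 and 0.631, differ from those of the absolute RT change. What the line shows cannot be told apart on these values, since the formula was not recovered and a picture gives only approximate heights. The line may include a step that is not in the paper's text.

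In the faded bins and the dark bins alike, the unsplit scores of wt and mut followed each other, with Pearson's r across bins of 0.887 and 0.872.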
